# Phytochromes transmit photoperiod information via the evening complex in Brachypodium

**DOI:** 10.1186/s13059-023-03082-w

**Published:** 2023-11-07

**Authors:** Mingjun Gao, Yunlong Lu, Feng Geng, Cornelia Klose, Anne-Marie Staudt, He Huang, Duy Nguyen, Hui Lan, Han Lu, Todd C. Mockler, Dmitri A. Nusinow, Andreas Hiltbrunner, Eberhard Schäfer, Philip A. Wigge, Katja E. Jaeger

## Abstract

**Background:**

Daylength is a key seasonal cue for animals and plants. In cereals, photoperiodic responses are a major adaptive trait, and alleles of clock genes such as *PHOTOPERIOD1 (PPD1)* and *EARLY FLOWERING3 (ELF3)* have been selected for in adapting barley and wheat to northern latitudes. How monocot plants sense photoperiod and integrate this information into growth and development is not well understood.

**Results:**

We find that *phytochrome C (PHYC)* is essential for flowering in *Brachypodium distachyon*. Conversely, ELF3 acts as a floral repressor and *elf3* mutants display a constitutive long day phenotype and transcriptome. We find that ELF3 and PHYC occur in a common complex. ELF3 associates with the promoters of a number of conserved regulators of flowering, including *PPD1* and *VRN1*. Consistent with observations in barley, we are able to show that *PPD1* overexpression accelerates flowering in short days and is necessary for rapid flowering in response to long days. PHYC is in the active Pfr state at the end of the day, but we observe it undergoes dark reversion over the course of the night.

**Conclusions:**

We propose that PHYC acts as a molecular timer and communicates information on night-length to the circadian clock via ELF3.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-03082-w.

## Background

Flowering is a major developmental transition, and plants have evolved pathways to flower in response to seasonal cues to maximize their reproductive fitness [1]. Photoperiod provides key seasonal information, and in temperate climates, long photoperiods serve as a signal of spring and summer and accelerate flowering in many plants. In *Arabidopsis thaliana*, long days (LD) result in the stabilization of the floral activator CONSTANS (CO), which activates the expression of the florigen encoding gene *FLOWERING LOCUS T (FT)* [2]. Temperate grasses, such as Brachypodium, barley and wheat also induce flowering through the induction of *FT*-related genes; however, there are differences in the signaling pathways activating *FT* expression [1, 3–6].

The major regulator of natural variation in photoperiod responsiveness in barley is the transcriptional regulator *PHOTOPERIOD1* (Hv-Ppd1), identified as a recessive allele that delays flowering under long day (LD) conditions, making plants photoperiod insensitive [6]. Natural variation of *PPD1* in wheat has led to dominant mutations in this gene that accelerate flowering [7]. Analyses of *PPD1* alleles indicate that promoter insertions and deletions have played a major role modulating *PPD1* expression, revealing a 95-bp region within the promoter that is conserved between wheat, barley, and Brachypodium [7, 8]. While this work was in review, studies in wheat have shown by chromatin immunopurification that ELF3 indeed binds and represses *PPD1* [9]. It has been hypothesized that a photoperiod-dependent repressor may bind this 95-bp region in short days to inhibit flowering. *Ppd-H1* also influences leaf size, a trait which is under photoperiod control, consistent with *Ppd-H1* being a key output of the photoperiod pathway in grasses [10].

The evening complex (EC), an integral component of the circadian clock, is also a key regulator of photoperiodism in grasses. The *early maturity8 (eam8)* allele in barley confers early flowering in SD and encodes the barley ortholog of *EARLY FLOWERING3 (ELF3)* [5], and in wheat, *Earliness Per Se (eps)* also confers early flowering and is caused by mutation in an *ELF3* related gene [11, 12]. Similarly, *eam10* encodes HvLUX, and is necessary for correctly responding to photoperiod [13], while *PHYTOCLOCK (LUX)* alleles also confer early flowering in wheat [14]. The central role of the EC in mediating photoperiod responses has recently been seen in diverse plants including Brachypodium [15, 16], rice [17], soybean [18], and maize [19].

Unlike in Arabidopsis, where phytochromes mostly repress flowering, PHYC is an essential inducer of flowering in Brachypodium [20], and interfering with PHYC in barley and wheat also greatly delays flowering, indicating that PHYC is an essential input for photoperiodism [21, 22]. Consistent with this, *phyC-1* in Brachypodium also shows additional photoperiod phenotypes such as leaf morphology differences as well as flowering time [20]. How the EC and PPD1 influence flowering and how PHYC conveys photoperiod information to these regulators is however not well understood.

## Results and discussion

To determine if the role of *ELF3* in flowering is conserved in Brachypodium, we created loss of function alleles in *ELF3* using genome-editing. *elf3-1* plants show constitutive early flowering, largely independent of day-length, indicating that *ELF3* is necessary for responding to photoperiod (Fig. 1A–C); this is consistent with a recent study [16]. We find that *ELF3* overexpressing plants show delayed flowering in long days, suggesting that *ELF3* is necessary and sufficient to transmit photoperiodic signals in Brachypodium (Fig. 1D and E). To understand how *ELF3* may be controlling photoperiodic responses in Brachypodium, we performed affinity purification coupled with mass spectrometry to identify the ELF3 protein interactome. Consistent with the evening complex being conserved between Arabidopsis and monocots [15], ELF4 and LUX are detected as ELF3 interactors (Table 1; Additional file 1: Supplementary Dataset S1). This interaction was independently verified using the yeast-2-hybrid system (Fig. 2A) and in vivo using the split luciferase (LUC) complementation assay (Fig. 2B).

**Fig. 1:**
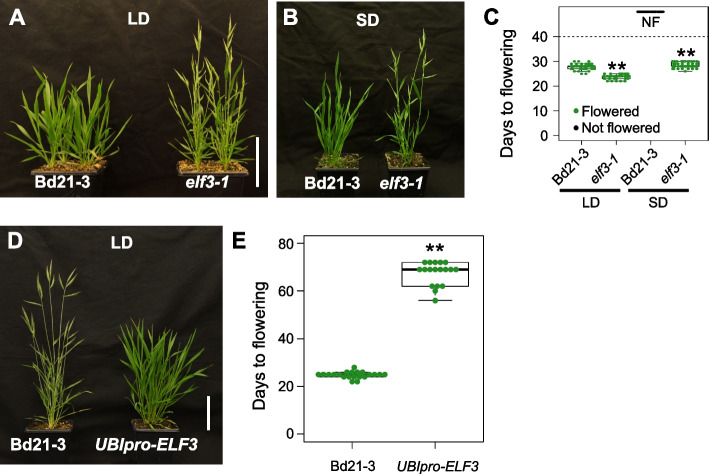
ELF3 is necessary for photoperiodism in Brachypodium. **A**–**C** elf3-1 shows a constitutive long day (20 h day:4 h night) flowering phenotype under short day conditions (12 h day:12 h night), where wild-type does not flower (NF) (Student’s *t*-test, **p-value < 0.01). **D** and **E** Constitutive expression of ELF3 under the UBIQUITIN promoter (UBIpro) is sufficient to greatly delay flowering under inductive long day conditions (Student’s *t*-test, **p-value < 0.01)

**Table 1:** ELF3 interacts with other evening complex proteins and the light signaling network in Brachypodium

Gene ID	Protein/homolog protein	Molecular weight	Exclusive unique peptide count/percent coverage^a^	
			rep1	rep2
Bradi1g64360	phyB	129 kD	32/39%	24/30%
Bradi1g08400	phyC	126 kD	2/2.8%	2/2.9%
Bradi2g00992	BED ZINC FINGER AND HAT DIMERIZATION DOMAIN-CONTAINING PROTEIN	82 kD	13/26%	11/25%
Bradi2g09080	TOPLESS	125 kD	18/22%	7/6.6%
Bradi3g16250	TOPLESS	125 kD	18/20%	10/11%
Bradi3g57667	SPA1	77 kD	13/27%	8/18%
Bradi2g46850	PCH1^b^	83 kD	10/22%	5/14%
Bradi4g07110	MYB transcription factor	110 kD	15/25%	4/5%
Bradi3g03317	Splicing factor	136 kD	16/17%	3/3.5%
Bradi1g24100	TIME FOR COFFEE	171 kD	8/10%	9/9.3%
Bradi2g62067	LUX	27 kD	3/31%	2/20%
Bradi2g48657	SPA3	87 kD	12/22%	7/14%
Bradi4g13227	ELF4	13 kD	3/33%	4/34%
Bradi1g05950	MLK1/3/4 or PPK2/3/1	79 kD	10/23%	4/9.6%
Bradi1g05950	FVE	50 kD	9/41%	4/16%
Bradi3g19927	KNOX domain-containing protein	33 kD	4/11%	4/11%

Curated list of proteins co-purified with BdELF3-GFP-FLAG which were specifically identified from affinity purification coupled with mass spectrometry (AP-MS) analyses using 45-day-old plants (old, 2 reps) or 21- day-old plants (young, 1 rep) harvested at ZT0 in dark (14 h light at 24 °C:10 h dark at 18 °C). Negative control YFP-HFC does not detect any peptides of those proteins

^a^All listed proteins match 99% protein threshold, minimum number peptides of 2, peptide threshold as 95%, and not detected in the YFP-HFC control

^b^Brachy PCH1 may has F-box domain as peptide detected in the C-terminus

**Fig. 2:**
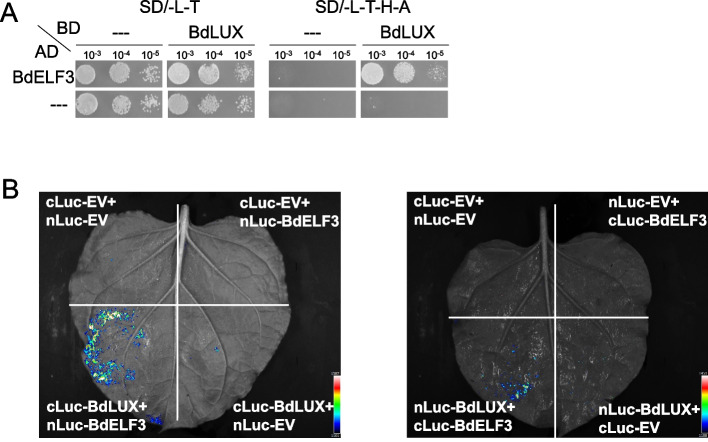
BdELF3 interacts with BdLUX. **A** BdELF3 and BdLUX interact in the yeast 2-hybrid system. Yeast transformed with BdLUX fused to the GAL4 DNA binding domain (BD) and BdELF3 with the activation domain (AD) are able to grow on –His media indicating interaction between the proteins. This interaction is dependent on the proteins, as empty vector controls (---) do not support growth on –His. **B** Split luciferase (LUC) complementation assay shows interaction between BdELF3 and BdLUX in vivo. Tobacco leaves have been infected with BdLUX fused to the C-terminal domain of LUC and BdELF3 with the N-terminal domain of LUC. This interaction is specific as empty vector controls (EV) emit no Luciferin signal

The identification of two TOPLESS (TPL)-related proteins in the protein interactome suggests a mechanism by which the evening complex represses gene expression. Photoperiodism in Arabidopsis is also mediated by the repression of *FT* and *CO* by a TPL containing transcriptional complex, indicating this may be a common mechanism to achieve photoperiodic gene expression [23]. Photoperiodism requires light perception, and we identified the light sensing phytochromes PHYB and PHYC as ELF3 interactors. Brachypodium contains three phytochromes, and we therefore investigated the extent to which phytochromes are necessary for photoperiodism. *phyC-4* does not flower under LD, consistent with previous reports (Fig. S1A) [20], while *phyA-1* show delayed responses to LD (Fig. S1B). These results suggest that phytochromes act in the same pathway as *ELF3*.

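Seedlings of the wild type Bd21-3 and of the elf3-1, phyC-4 and UBIpro:ELF3 lines were sampled over a day of 20 h of light (LD) or 12 h of light (SD), and each series compared here holds 1 RNA-seq library per genotype, photoperiod and time point. elf3-1 and phyC-4 are CRISPR alleles with small insertions or deletions in a coding exon, and UBIpro:ELF3 drives ELF3 from a ubiquitin promoter. elf3-1 and wild type of 3 weeks were compared in SD at ZT0, 4, 8, 12, 16 and 20, and in LD at these time points and ZT22. phyC-4 and wild type of 4 weeks were compared in LD at 8 time points, which add ZT1, and UBIpro:ELF3 and wild type of 4 weeks in LD at ZT0, 4, 12 and 20. LD and SD were compared in wild type of 2 weeks, at 8 time points each, since these libraries were counted by the same program. The authors aligned trimmed reads and removed duplicates, and counted reads per gene with HTSeq for the SD series of elf3-1, the UBIpro:ELF3 series and the wild type of 2 weeks, or estimated TPM with StringTie for the LD series of elf3-1 and for phyC-4. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test, with the time point as a block. For the StringTie series log2(TPM + 1) was tested with limma in the same way, over genes above 3 TPM in any library. The p-values therefore say how steady a difference was over the day within a run, not how it would vary between independent sets of plants. The counted libraries held 650729 to 24854418 reads in genes, and the StringTie libraries 772.5 to 3886.7 megabases aligned to genes, derived from their coverage and FPKM. For phyC-4 the hour in the label and the hour in the name of the library differ or repeat at ZT12, 16, 20 and 22, and the labels were used. Plant ages are those of the labels as well, while the paper's methods give 2 or 3 weeks.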

To understand the broader influence of ELF3 and phyC signaling on the photoperiod response, we analyzed gene expression over 24 h in both LD and SD growth conditions (Fig. 3A; Additional file 2: Supplementary Dataset S2) [24]. Clustering of wild-type gene expression reveals prominent clusters that are repressed in response to LD (clusters 1, 2, 4, 6, 8, and 10), while other groups of genes are induced (clusters 3, 5, 7, and 9). 

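In wild type of 2 weeks, 1553 of 19338 genes were higher in LD than in SD and 761 were lower (adjusted p under 0.05 from edgeR and a log2 fold change over 1 either way). LUX (Bradi2g62067), the DNA-binding subunit of the evening complex, rose with a log2 fold change of 2.92 (standard error 0.81, adjusted p = 0.0197) and was higher in LD at 7 of 8 time points, a call that ended without ZT20 (adjusted p = 0.0513). TIC (Bradi1g24100), a clock regulator, rose from a mean of 130.1 to 230.7 CPM (counts scaled to a common library size), a log2 fold change of 0.78 (standard error 0.11, adjusted p = 0.000588) at 8 of 8 time points. The corepressor gene TPL-1 (Bradi2g09080) rose by 0.66 on the log2 scale (standard error 0.15, adjusted p = 0.00776). Among the genes that fell most in LD was Bradi2g49795, whose Arabidopsis match in the paper's tables is FT, with 13.96 CPM in SD and 0.137 CPM in LD (log2 fold change -6.34, standard error 0.46, adjusted p = 4.92e-05). Bradi2g32230, matched to the sugar transporter gene SWEET3, had a log2 fold change of -4.17 (standard error 0.43). Bradi2g52870, matched to the kinase gene CPK34, had one of -3.65 (standard error 0.36). Each was lower at 8 of 8 time points. Wild type in LD and in SD always came from different sequencing runs, so photoperiod and run cannot be told apart. Between wild type of 3 weeks in LD and of 6 weeks in SD, 166 genes were higher and 495 lower, LUX no longer passed, and TIC and TPL-1 had log2 fold changes of -0.35 and -0.38, but clock genes of the 6-week series peak hours early by its labels, so that unlike hours are compared. With SD wild type of 3 weeks in place of 2 weeks 1909 genes were higher and 949 lower, LUX passed (adjusted p = 0.0326), and TIC and TPL-1 had log2 fold changes of -0.08 and -0.38.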

In *elf3-1* in SD, we observe a phenocopying of the LD gene expression response, for example, clusters 3 and 5 that are up-regulated by LD are also up-regulated in *elf3*-*1* in SD. 

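In SD, 1077 of 20576 genes were higher in elf3-1 than in wild type and 511 were lower by the same thresholds. Of 7 flowering genes taken from the paper, 6 rose in elf3-1 and 7 when adjusted over the list alone, which is not independent evidence because the study named most of them from these samples. PHYA (Bradi1g10520), which encodes a far-red light receptor, rose from 0.118 to 1.17 CPM (log2 fold change 3.18, standard error 0.50, adjusted p = 0.00387), and ELF3 itself (Bradi2g14290, chromosome 2, 12879669 to 12883782) fell from 199.6 to 64.0 CPM, a log2 fold change of -1.58 (standard error 0.15) at 6 of 6 time points. Of the 1334 genes higher in LD that were tested in both comparisons, 103 were also higher in elf3-1 against 36.5 by chance, and 32 were lower against 34.0 by chance. Of the 733 genes lower in LD, 68 were also lower in elf3-1 against 18.7 by chance, and 71.2% had a negative fold change. Across 18853 genes the fold changes of LD and of elf3-1 had a Spearman correlation of 0.283, where genes are not independent replicates, and it was 0.137 with the LD response taken from wild type of 3 weeks in LD and 6 weeks in SD, the series with displaced hours. It was 0.108 with SD wild type of 3 weeks, which then is the control on both sides and by itself raises the value. In part among the genes called in SD, 202 genes had reads in every elf3-1 library and in no wild-type library, and 69 the reverse. For these genes a variant carried by the elf3-1 line cannot be told apart from an effect of ELF3.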

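In LD, 331 of 17418 genes were higher in phyC-4 than in wild type and 200 were lower (limma, thresholds as for elf3-1). FT1 (Bradi1g48830), a florigen gene, fell from a mean of 608.7 TPM in wild type to 0.238 TPM in phyC-4 (log2 fold change of TPM + 1 of -8.94, standard error 0.12, adjusted p = 2.09e-11). FT2 fell from 76.1 to 0.0570 TPM, and the MADS box genes VRN1, AP1 and FUL2 fell from 126.3, 241.7 and 230.3 TPM to below 0.05 TPM, each at 8 of 8 time points. PPD1 (Bradi1g16490), a pseudo-response regulator gene of the PRR37 class, fell with a log2 fold change of -5.03 (standard error 0.27, adjusted p = 2.28e-06). PHYC (Bradi1g08400) itself had a log2 fold change of -0.60 (standard error 0.11, adjusted p = 0.00796), and PHYB one of -0.45 (standard error 0.097, adjusted p = 0.0206). Without the 4 time points with conflicting hours, and so on fewer libraries, neither passed (log2 fold changes -0.41 and -0.42) and 133 genes in all were lower. The call of PHYB also ended without ZT1, ZT16 or ZT22, and with the wild type of the elf3-1 series as control its log2 fold change was 0.38 (adjusted p = 0.0757). Set against the response of wild type to photoperiod, 53 genes lower in LD were higher in phyC-4 (12.0 by chance) and 22 genes higher in LD were lower in phyC-4 (10.8 by chance), while 53 genes were higher in both (19.2 by chance) and 19 lower in both (6.74 by chance). The Spearman correlation of the fold changes was -0.0957 across 16703 genes, which are not independent replicates. With the wild type of the elf3-1 series as control it was -0.294, and 1988 genes were higher and 330 lower in phyC-4.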

Consistent with the non-flowering phenotype of *phyC-4*, this background shows constitutive activation of SD responsive clusters even in LD. Finally, overexpression of *ELF3* in LD causes repression of the LD activated expression clusters. 

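In UBIpro:ELF3 plants ELF3 rose from 153.5 to 1041 CPM (log2 fold change 2.80, standard error 0.25, adjusted p = 0.0012), higher at 4 of 4 time points. VRN1 had 1 read in the 4 UBIpro:ELF3 libraries against 5556 in wild type (ratio 2760, 95% interval 496 to 109000). AP1 had 1 against 9866 (ratio 4910, 95% interval 881 to 194000). FT2 had 3 reads against 3802 (ratio 631, 95% interval 216 to 3060). FUL2 fell from 233.6 to 0.583 CPM (log2 fold change -9.49, standard error 0.41). The intervals cover counting error only. FT1 fell from 496.1 to 4.04 CPM (log2 fold change -8.99, standard error 0.98, adjusted p = 0.003), and when scaled over all libraries of the run it was between 0.157 and 0.271 CPM except for 15.2 CPM at ZT20, the library with the lowest depth. BBX5, a B-box gene, rose from 1.29 to 8.93 CPM (log2 fold change 2.90, standard error 0.34), while PPD1 (log2 fold change -1.18, adjusted p = 0.182) and SOC1 (-0.06, adjusted p = 0.886) did not pass. AGL19, a MADS box gene, was called higher, and this call ended without ZT4 (log2 fold change 4.6, adjusted p = 0.0648, edgeR). Across all genes, 493 of 19425 were higher and 320 lower. Of the genes higher in LD than in SD in wild type, 140 were higher in UBIpro:ELF3 (31.3 by chance) and 35 lower (17.2 by chance). The counts rest on ZT20 and ZT4 in particular, being 133 higher and 91 lower without ZT20, and 174 and 125 without ZT4. By their clock genes the wild-type libraries at ZT12 and ZT20 and the UBIpro:ELF3 libraries at ZT4 and ZT12 matched other hours than their labels best.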

The importance of *ELF3* and *PHYC* for the expression of photoperiodism can clearly be seen when individual genes from representative clusters are observed directly. Consistent with the early flowering response of LD and *elf3-1* plants, we see that *FT1* and *FT2*, two florigen encoding genes, are strongly upregulated in these conditions, as is the key floral regulator *AP1 and VRN1*. 

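FT1 (Bradi1g48830) lies on chromosome 1 of the version 3.1 annotation from 47654499 to 47656205, and FT2 (Bradi2g07070) on chromosome 2 from 5412916 to 5417392. In SD at 3 weeks FT1 had a mean of 0.0635 CPM in wild type and 77.5 CPM in elf3-1 (log2 fold change 9.92, standard error 0.24, adjusted p = 3.99e-07 from edgeR), higher at 6 of 6 time points. FT2 had 1 read in the wild-type libraries and 1325 in elf3-1 (ratio 1010, 95% interval 181 to 40000). AP1 (Bradi1g21980), a MADS box gene, had 5 reads in wild type and 5817 in elf3-1 (log2 fold change 10.2, standard error 0.35), and its paralog FUL2 (Bradi1g59250) rose by 9.47 on the log2 scale (standard error 0.31). In wild type of 3 weeks in LD the means were 109.5 TPM for FT1, 3.33 TPM for FT2, 71.4 TPM for VRN1 and 93.4 TPM for AP1. The same genes were near the limit of detection in wild type of 2 weeks. FT1 was 0.948 CPM in LD against 0.0559 CPM in SD (log2 fold change 3.65, standard error 0.53, adjusted p = 0.000823). VRN1 had 114 reads against 1 (ratio 104, 95% interval 18.3 to 4140). AP1 had 80 against 0 and was at least 24.3-fold higher (floor of 3 reads over the group), and FT2 had too few reads to test (5 against 1).

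**Figure D1:**
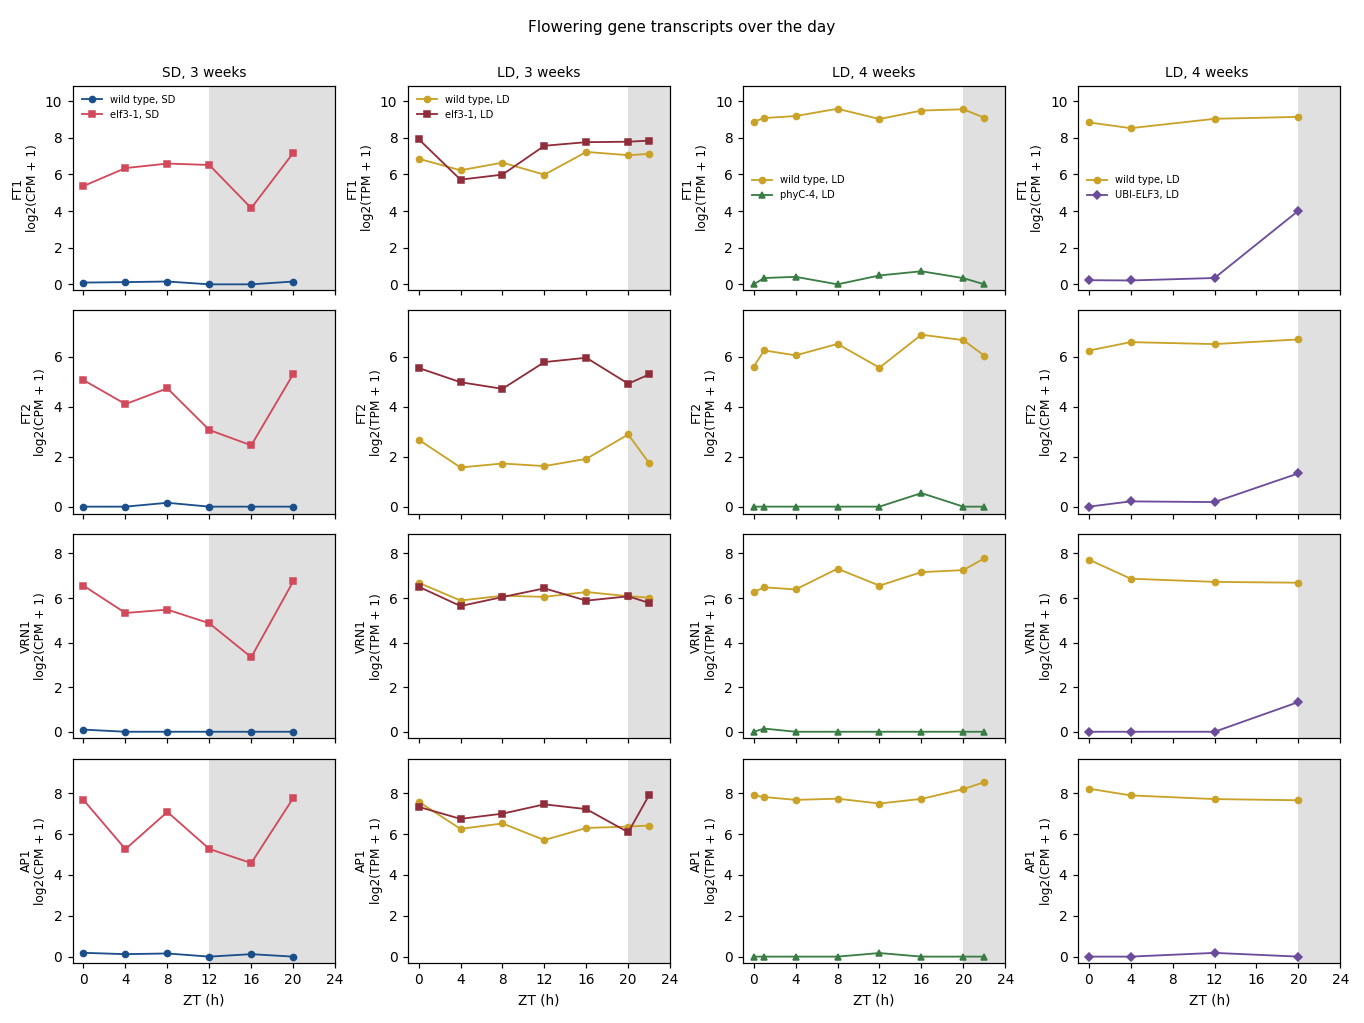
FT1, FT2, VRN1 and AP1 transcripts over the day as log2(CPM + 1) or log2(TPM + 1), with 1 library per point and the dark period shaded, in wild type and elf3-1 in SD and LD at 3 weeks, and in wild type with phyC-4 or UBIpro:ELF3 in LD at 4 weeks. FT1 lies at or below 0.113 CPM in wild type in SD and between 16.9 and 142.3 CPM in elf3-1 in SD.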

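At 3 weeks in SD the wild-type transcript of GI (Bradi2g05226, chromosome 2, 3810295 to 3819004), which encodes a large clock-associated protein, rose from 2.00 CPM at ZT0 to 1448 CPM at ZT8 and was back at 20.8 CPM at ZT16 and 2.45 CPM at ZT20. In LD it peaked at ZT12 with 193.9 TPM and was 65.2 TPM at ZT16 and 20.8 TPM at ZT20. LUX (chromosome 2, 58670380 to 58672594) peaked at ZT12 in SD (132.2 CPM) and was 9.26 CPM at ZT20. In LD it peaked at ZT16 (143.1 TPM) and was 52.1 TPM at ZT20. PRR7 (Bradi1g65910), a morning pseudo-response regulator, peaked at ZT4 in SD (361.9 CPM) and fell to 1.12 CPM at ZT20. Its peak in LD was 130.7 TPM at ZT8, with 8.23 TPM at ZT20. TOC1 (Bradi3g48880), the evening member of that family, peaked at ZT12 in SD (191.2 CPM) and kept 49.3 CPM at ZT20. In LD it peaked at ZT16 (178.6 TPM) and kept 90.5 TPM at ZT20. A cosine with a period of 24 h fitted each of the 4 genes with an adjusted p of 0.0148 or lower in SD and 0.000705 or lower in LD. Levels in CPM and TPM were not compared with each other directly, since the SD and LD series were counted by different programs.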

The circadian regulators *GI*, *LUX*, *PRR7*, and *TOC1* show oscillating behavior in WT with repression at the end of the day, with the evening repression being stronger in SD (Fig. 3B). By comparison, oscillations and photoperiod responsiveness are abolished in *elf3-1*, with *phyC-4* showing reduced expression. These results show that *ELF3* is essential for photoperiod responses in Brachypodium.

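In elf3-1 in SD the GI transcript stayed between 300.2 and 684.7 CPM, so that its log2 range over the day was 1.19 against 8.92 in wild type. PRR7 ranged over 1.13 against 7.42, LUX over 2.01 against 6.63 and TOC1 over 1.83 against 5.70. In LD the ranges in elf3-1 were 1.26 for GI against 5.97, 0.67 for PRR7 against 5.59, 0.86 for LUX against 3.97 and 1.28 for TOC1 against 3.86. The cosine fit differed between elf3-1 and wild type in LD for all 4 genes (adjusted p from 0.0101 for GI and LUX to 0.0305 for PRR7, limma), and in SD for GI (adjusted p = 0.00959, edgeR) and PRR7 (adjusted p = 0.00825) but not for LUX (0.282) or TOC1 (0.285). In phyC-4 in LD GI moved between 14.3 and 38.1 TPM in place of 3.1 to 109.4 TPM in wild type. LUX moved between 4.18 and 52.0 TPM against 8.94 to 119.5 TPM. PRR7 moved between 11.6 and 66.3 TPM against 3.06 to 133.3 TPM, and TOC1 between 19.6 and 65.9 TPM against 10.7 to 154.5 TPM. Over the whole day the mean of GI in phyC-4 did not pass the test (log2 fold change 0.06, standard error 0.46, adjusted p = 0.96), nor did that of LUX (-0.98, standard error 0.50, adjusted p = 0.294). The change of rhythm did not pass for any of the 4 (adjusted p from 0.0777 for LUX to 0.408 for PRR7). Over all genes the rhythm of 262 genes differed between elf3-1 and wild type in LD, of 44 in SD, and of 2 between phyC-4 and wild type. Other splits of the libraries gave up to 1212, 1165 and 288 genes. Such splits exchange the genotypes at some hours only, which by construction turns steady genotype differences into changes of rhythm. Chance is thus not excluded for these counts, and the splits cannot decide on it.

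**Figure D2:**
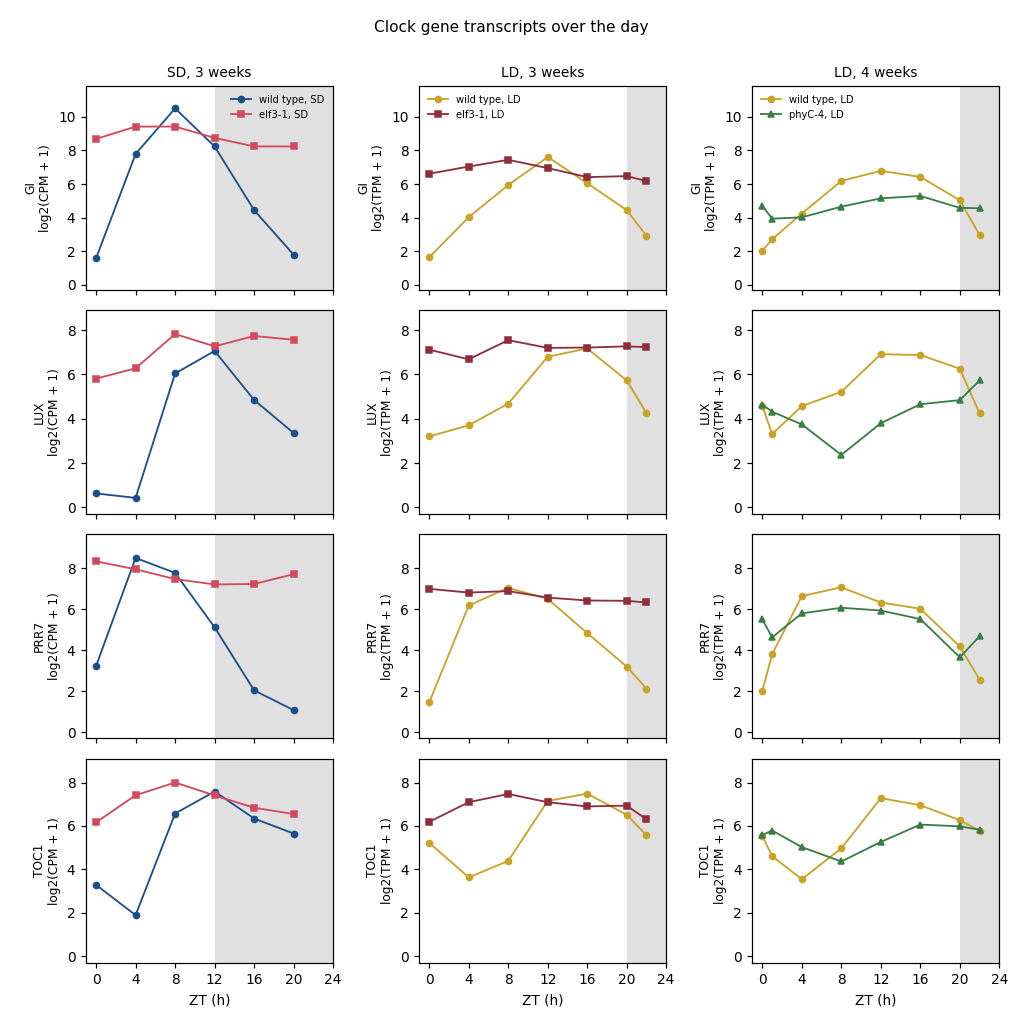
GI, LUX, PRR7 and TOC1 transcripts over the day as log2(CPM + 1) or log2(TPM + 1), with 1 library per point and the dark period shaded, in wild type and elf3-1 in SD and in LD at 3 weeks and in wild type and phyC-4 in LD at 4 weeks. In SD the log2 range of GI over the day is 8.92 in wild type and 1.19 in elf3-1.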

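The effect of elf3-1 in LD was set against its effect in SD, within each run, over the 6 time points the series share, which equals the response of elf3-1 to photoperiod less that of wild type. FT1 differed by 0.46 on the log2(value + 1) scale between elf3-1 and wild type in LD and by 5.93 in SD, a difference of -5.48 (standard error 0.44, adjusted p = 0.000558, limma). For VRN1 the effects were -0.08 in LD and 5.37 in SD (difference -5.45, standard error 0.37, adjusted p = 0.000173). The difference was -5.66 for AP1 (standard error 0.61, adjusted p = 0.00425) and -4.35 for FUL2 (standard error 0.56, adjusted p = 0.00934). FT2 rose in elf3-1 under LD as well, from 3.33 to 40.8 TPM (log2 fold change 3.30, standard error 0.23, adjusted p = 5.39e-06, 7 of 7 time points), and its difference of -0.84 between photoperiods did not pass (adjusted p = 0.757). The added 1 shrinks effects on genes near 0 in wild type in SD, such as that on FT2 (4.1 on this scale). The missing call therefore does not show that FT2 responded alike in LD and SD. For PPD1 the difference was -2.81 (standard error 0.81, adjusted p = 0.297). Across 16272 genes, 30 had a larger and 48 a smaller elf3-1 effect in LD, with 1329 at an unadjusted p under 0.05. Without any 1 of the 6 time points 37 to 45 genes passed, and another split of the libraries gave 252. Within LD 633 of 16746 genes were higher in elf3-1 and 319 lower. From the loss of these rhythms and responses in elf3-1, the paper concludes that ELF3 is essential for photoperiod responses in Brachypodium.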

**Fig. 3:**
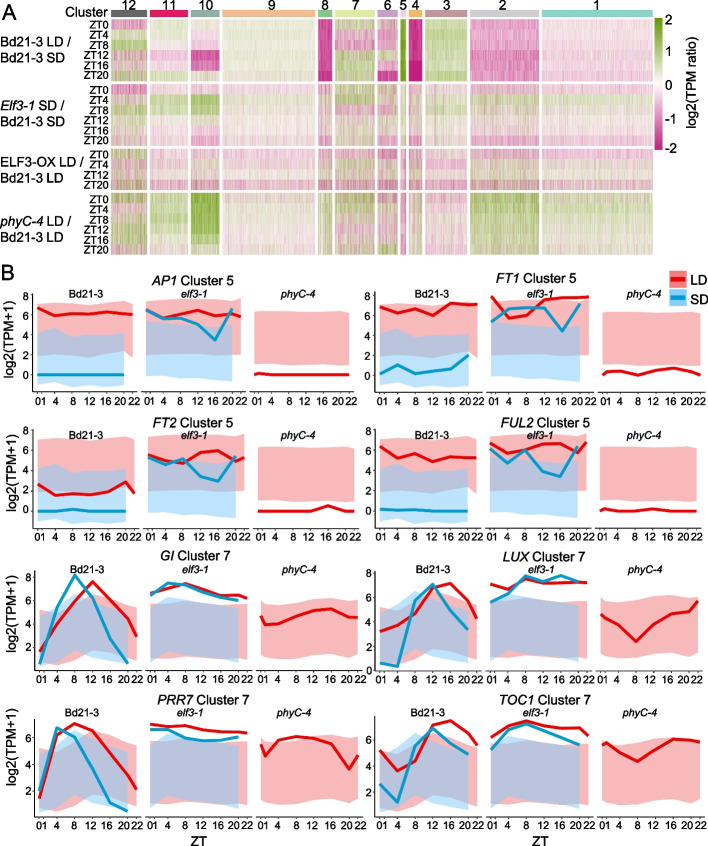
elf3-1 displays a constitutive LD transcriptome and phyC-4 resembles a SD grown plant. **A** Transcripts were clustered according photoperiod response. Multiple clusters show strong upregulation in response to LD (i.e., clusters 3, 5, and 7), while others are strongly downregulated. Man of the clusters that respond to LD are also upregulated in elf3-1 in SD. **B** Individual genes show strong photoperiod responsiveness which is dependent on ELF3. For example, clock genes such as GI, LUX, TOC1, and PRR7 are repressed at dusk in an ELF3 dependent fashion and more strongly repressed in SD than LD

To understand how *ELF3* influences photoperiodic gene expression and flowering, we identified those genes that are upregulated in at least two time points in the *elf3-1* transcriptome compared to wild-type. 

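A gene was counted when its log2(CPM + 1) in elf3-1 exceeded that in wild type by more than 1 in at least 2 of the 6 SD time points. PPD1 passed with 329.8 against 0.223 CPM at ZT20 and 304.6 against 0.207 CPM at ZT0. BBX29, a B-box gene, had 8.63 against 0.112 CPM at ZT20 and 1.07 against 0 CPM at ZT16, and LNK2, a clock coactivator gene, had 322.1 against 1.23 CPM at ZT20 and 636.9 against 64.2 CPM at ZT0. In all, 2398 genes passed, of which 956 were also higher in elf3-1 by edgeR, and 1199 passed in the opposite direction, 66 of them in both. The paper's rule used TPM in place of CPM, so the sets of genes differ. Of 1999 readable genes that passed in the paper 1517 (75.9%) passed here, as did 517 of the 671 genes it lists as bound by ELF3 and higher in elf3-1. The rule has no replicate behind a time point. Between the wild types of the elf3-1 and the ppd1-1 series in LD, on TPM, 675 genes passed one way and 954 the other. No genotype differs there but the run does, whereas elf3-1 was compared within a run. In SD 2098 genes passed for wild type of 3 weeks over wild type of 2 weeks and 756 the other way, with run and age differing. Without ZT4 in SD 1436 genes passed, and without ZT8 1594.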

We identified 2475 genes in this way, which fall into major clusters, depending on when they are most highly induced in *elf3-1* (Fig. 4A; Additional file 3: Supplementary Dataset S3). To identify which of these candidates are directly regulated by ELF3, we performed ChIP-seq using anti-FLAG antibody. 

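The 671 genes that the study lists as bound by ELF3 and higher in elf3-1 were followed in the RNA-seq libraries, and the ChIP-seq data were not analysed here. VRN1 and AP1 are on the list and FT1 is not. In elf3-1 in SD, 170 of the 639 tested genes on the list rose at any size and 1 fell (210 and 1 when adjusted over the list alone). The median log2 fold change was 0.65 against -0.01 in the other genes, but these libraries served to choose the list and are not independent evidence. In the LD libraries, which the study did not use for the list, 222 of 605 genes rose in elf3-1 and 1 fell (276 and 3 when adjusted over the list alone). Their median log2 fold change was 0.52 against -0.06 in the other genes, and the list stood above the other genes at 7 of 7 time points (limma camera with estimated correlation, p = 0.00103, adjusted over 9 comparisons 0.00927). But the list was chosen for a rise of the same line in SD. Of all genes called higher in elf3-1 in SD, bound or not, 98.2% had a positive fold change in LD. The test in LD therefore does not speak for an effect of binding. In the other comparisons the list did not pass (camera, adjusted p = 0.713 in each), which does not show that it has no direction. In wild type of 2 weeks 122 of 593 genes rose in LD and 49 fell, and the list stood above the other genes at 7 of 8 time points. In UBIpro:PPD1 in SD 105 rose and 39 fell, where the other genes rose too, and in se5 in LD 59 rose and 181 fell. In phyC-4 15 of 569 rose and 33 fell, with a median of -0.004 against 0.07 in the other genes, and in UBIpro:ELF3 18 of 588 rose and 16 fell, with a median of -0.13 against -0.03.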

We detect 8140 significantly bound ELF3 peaks at ZT20, with 671 genes that are both ELF3-bound and upregulated in *elf3-1* (Fig. 4B; Additional file 4: Supplementary Dataset S4) [25], and all of the *elf3-1* responsive expression clusters that show time of day specific responses are significantly enriched for ELF3 binding (Fig. 4A). Of these genes controlled by ELF3, we observe many of the genes that have been described previously as evening complex (EC) targets (Supplementary Figs. S3-S6). This includes the key circadian regulators *GI*, *LUX*, *FKF1*, *ELF4-L4*, *LNK1*, and *LNK2*, four members of the *PRR* gene family and 7 members of the B-box (BBX) class of zinc-finger transcription factors. These genes all share a common transcriptional pattern, being more highly expressed in LD and being repressed at dusk, particularly under short day conditions (Supplementary Figs. S3-S6). These photoperiod responsive ELF3 targets lose most photoperiod responsiveness in *elf3-1*, indicating that ELF3 is essential to confer photoperiodism on their expression. In addition to *LUX*, which is a common EC target in many plants, *ELF4-L4* is also directly regulated by ELF3, suggesting an additional mechanism by which the EC may control the expression of its own components (Fig. S3).

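Of these 17 genes, all 17 had a positive fold change in elf3-1 in SD, with a median log2 fold change of 1.46. LUX passed the test (log2 fold change 3.51, standard error 0.93, adjusted p = 0.0416, edgeR) and was higher at 6 of 6 time points, and so did BBX24, a light-signalling B-box gene, which rose from 81.0 to 177.8 CPM (log2 fold change 1.5, standard error 0.35, adjusted p = 0.0248). When adjusted over the list alone 3 genes passed, on libraries from which the study chose the list. The call of LUX ended without ZT0, ZT4, ZT16 or ZT20, and that of BBX24 without ZT12 or ZT20. In LD 5 of the 17 rose and none fell in elf3-1, and 9 rose when adjusted over the list alone. They were LUX, from 52.6 to 145.7 TPM (log2 fold change 2.1, standard error 0.43, adjusted p = 0.00859), GI, LNK2, PRR7 and BBX24. BBX24 rose from 101.7 to 239.7 TPM (1.39, standard error 0.22, adjusted p = 0.00179) at 7 of 7 time points, and PRR7 by 2.15 (standard error 0.65, adjusted p = 0.0471), a call that ended without ZT0, ZT4, ZT16, ZT20 or ZT22. The PRR7 call also ended with DESeq2's size factors, without the low-value filter, without the time point block or with a pseudocount of 0.5 (limma, adjusted p from 0.0503 to 0.0893). PRR9 (Bradi4g24967), a pseudo-response regulator gene, had a log2 fold change of 2.03 in SD (standard error 0.80, adjusted p = 0.15) and 1.41 in LD (0.45, adjusted p = 0.0605), and PRR5 (Bradi4g36077) 1.59 (standard error 1.4) and 1.80 (standard error 0.59). FKF1 (Bradi4g16630), which encodes a blue light receptor, did not pass in either (1.18 and 0.12).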

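The 17 genes in wild type of 2 weeks differed between LD and SD according to the time of day. At ZT16 16 of the 17 were higher in LD, 13 of them more than 2-fold (median log2 difference 2.56), and at ZT20 15 were higher, 13 of them more than 2-fold (median 2.21). At ZT4 7 of the 17 were higher (median -0.22) and at ZT8 9 (median 0.07). Over the day as a whole LUX and BBX5 passed the test, BBX5 with 8.88 against 4.36 CPM (log2 fold change 1.62, standard error 0.51, adjusted p = 0.0344), and the call of BBX5 ended when any 1 of ZT0, ZT4, ZT16, ZT20 or ZT22 was left out. FKF1 (log2 fold change 2.20, adjusted p = 0.0748) and PRR7 (1.91, adjusted p = 0.131) did not pass, nor did PRR5 (-0.14, standard error 0.99) or PRR9 (0.88, standard error 0.51). When adjusted over the list alone none of the 17 passed, and all 17 were tested.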

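The level at ZT16 and ZT20, as a percent of the mean over 6 time points, was taken for each of the 17 genes. These hours are dark in SD, while in LD ZT16 is light and ZT20 is the end of the light. In wild type of 3 weeks in SD the median level was 9.32% and 14 of the 17 genes were under 50%, PRR5 being the lowest with 0.273%. FKF1 was at 5.01%, PRR9 at 26.4% and BBX18 at 4.80%. BBX7-1 (97.1%), BBX7-2 (186%) and BBX13 (84.9%) were not low at these hours. In elf3-1 in SD the median was 84.4%, and 2 genes remained under 50%, FKF1 with 15.9% and PRR5 with 14.3%. In LD the median was 76.4% in wild type and 86.7% in elf3-1, where the remaining gene under 50% was BBX29 (49.5%). On the log2(value + 1) scale, with CPM in SD and TPM in LD, the median difference of the list between elf3-1 and wild type was taken by time point. In SD it was 2.36 at ZT16 and 3.11 at ZT20, and in LD 1.35 at ZT20 and 2.15 at ZT22. These hours were chosen after the values at each time point were seen. The SD libraries served the study to choose the list. At ZT8 in SD 8 of the 17 were more than 2-fold lower in elf3-1 and 3 more than 2-fold higher, while at ZT4, also in the light, 3 were lower and 9 higher by that measure.

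**Figure D3:**
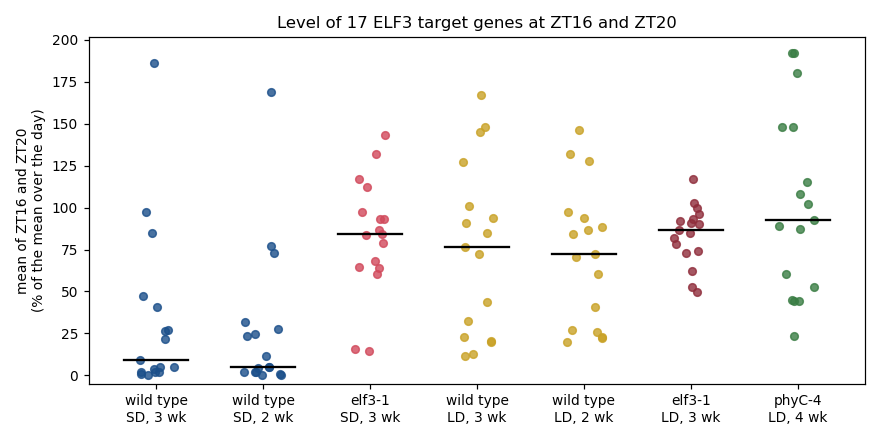
Mean of ZT16 and ZT20 as a percent of the mean over the day for 17 ELF3 target genes (points) and their median (line), in wild type, elf3-1 and phyC-4. The median is 9.32% in wild type in SD at 3 weeks and 84.4% in elf3-1.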

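ELF4-L4 (Bradi1g60090, chromosome 1, 59531563 to 59533592) is a relative of the evening complex gene ELF4. In wild type in SD its transcript ranged from 3.12 CPM at ZT20 to 27.7 CPM at ZT4, and in elf3-1 it stayed between 23.0 and 32.5 CPM. It was higher in elf3-1 at 6 of 6 time points (log2 fold change 1.46, standard error 0.42), without passing the test over the whole day (adjusted p = 0.0578), while its rhythm differed from wild type (adjusted p = 0.0193, edgeR). In LD it ranged from 5.52 to 40.2 TPM in wild type and from 34.2 to 57.5 TPM in elf3-1 (log2 fold change 1.15, standard error 0.35, adjusted p = 0.0508). ELF4 (Bradi4g13227) itself had a log2 fold change of -0.22 in SD (standard error 0.18, adjusted p = 0.514) and -0.03 in LD (standard error 0.12, adjusted p = 0.891).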

**Fig. 4:**
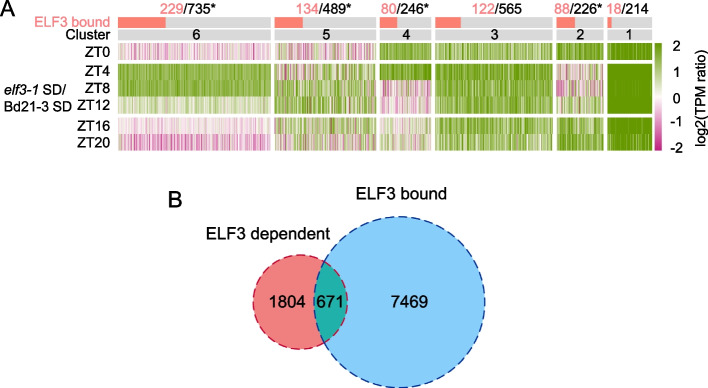
ELF3 directly controls many photoperiod responsive genes. **A** Clustering to visualize 2475 genes that are upregulated in *elf3-1* in at least two timepoints. The proportion of genes that are bound by ELF3 is shown by the orange bars (*p* < 0.05 by Fisher’s exact test denoted with *) (upregulation is defined as log2(TPM_elf3-1_SD + 1) -log2(TPM_Bd21- 3_SD + 1) > 1 in at least two timepoints). **B** 671 genes in total are both bound by ELF3 and upregulated in *elf3-1*; we define this set as the ELF3 functional targets

Since ELF3 has such a strong influence on flowering, we looked for target genes that may control this. 

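PIF4 (chromosome 1, 10831582 to 10839541) encodes a bHLH transcription factor that promotes growth in Arabidopsis. In wild type in SD its transcript fell from 194.3 CPM at ZT4 to 2.95 CPM at ZT16 and 2.45 CPM at ZT20, where elf3-1 had 92.3 and 132.3 CPM, and over the day elf3-1 ranged from 28.9 CPM at ZT12 to 234.7 CPM at ZT0. The level at ZT16 and ZT20 was thus 5.73% of the daily mean in wild type and 111% in elf3-1. Its rhythm differed between the genotypes in SD (adjusted p = 0.0113, edgeR), but its mean did not pass (log2 fold change 2.34, standard error 1.1, adjusted p = 0.222), and at ZT4 and ZT8 wild type was the higher one. In LD PIF4 rose in elf3-1 from 10.2 to 32.6 TPM (log2 fold change 2.35, standard error 0.59, adjusted p = 0.0227, limma), higher at 6 of 7 time points, a call that ended without ZT20 (adjusted p = 0.0631) or ZT22 (0.0569). Between LD and SD at 2 weeks the difference in wild type did not pass (log2 fold change -0.63, standard error 0.52, adjusted p = 0.385).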

*PIF4* (Bradi1g13980) is repressed by ELF3, and it loses photoperiodism becoming constitutively expressed in *elf3-1*. Since *PIF4* overexpressors in Arabidopsis are very early flowering [26, 27], and PIF4 plays a role in integrating environmental signals to coordinate flowering, this represents an interesting candidate for accelerating flowering in Brachypodium. Another positive regulator of flowering in Arabidopsis is the clock gene *GIGANTEA (GI) *[28], and we see this is also directly repressed by ELF3 and becomes upregulated under inductive photoperiods in Brachypodium. 

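In elf3-1 in SD GI was higher at 5 of 6 time points, with a mean of 467.7 against 332.3 CPM (log2 fold change 2.97, standard error 1.3, adjusted p = 0.205, edgeR), and its peak at ZT8 was higher in wild type. In LD it rose in elf3-1 from 52.0 to 109.3 TPM (log2 fold change 2.07, standard error 0.56, adjusted p = 0.0305, limma), and the call ended without ZT0, ZT4, ZT20 or ZT22, without the low-value filter or without the time point block. At 2 weeks, with CPM scaled within each run, wild-type GI peaked at ZT12 with 433.9 CPM in LD and at ZT8 with 627.1 CPM in SD, and at ZT20 it was 94.7 CPM in LD and 0.899 CPM in SD. It was higher in LD at 6 of 8 time points (log2 fold change 2.29, standard error 0.96, adjusted p = 0.0905), and its rhythm differed between the photoperiods (adjusted p = 0.0128).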

The BBX genes are a major class of transcriptional regulators, many of which are involved in flowering control in monocots and Arabidopsis. For example, the key regulator of photoperiodism in Arabidopsis is *CONSTANS (CO/BBX1)*. 

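Of 7 B-box genes, BBX24 alone was called in elf3-1, in SD and in LD. BBX18 (Bradi4g35950) peaked at ZT4 in wild type in SD with 296.7 CPM and was 1.48 CPM at ZT16, where elf3-1 had 29.3 CPM, and its rhythm differed between the genotypes (adjusted p = 0.0463 in SD, edgeR, and 0.0347 in LD, limma). BBX29 (Bradi3g15490) had 31.2 CPM at ZT4 and 0 at ZT16 in wild type in SD, and its rhythm differed as well (adjusted p = 0.0132 in SD and 0.0469 in LD). The mean over the day did not pass for BBX5 (log2 fold change 0.66, standard error 0.62), BBX7-1 (0.87, standard error 0.65), BBX7-2 (0.98, standard error 0.74), BBX13 (0.96, standard error 0.57), BBX18 (0.65, standard error 0.91) or BBX29 (0.34, standard error 0.92) in SD. Between LD and SD in wild type of 2 weeks the rhythm of BBX18 (adjusted p = 0.0309) and BBX29 (adjusted p = 0.0128) differed, whereas the mean over the day of BBX7-1 (log2 fold change 1.04, adjusted p = 0.135) and BBX7-2 (1.14, adjusted p = 0.111) did not pass.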

Since 7 BBX genes are responsive to photoperiod and directly regulated by ELF3, this family may also play a central role in flowering responses in Brachypodium.

The floral transition in wheat, barley, and Brachypodium is controlled by the key MADS box transcription factor VRN1 [29–33]. *BdVRN1* knockdown lines are late flowering, and higher levels of *BdVRN1* expression are associated with early flowering [30, 33, 34]. We observe direct control of *VRN1* by ELF3, as well as the *AP1-*related genes Bradi1g21980 and Bradi1g08340 (Fig. S6), Bradi1g77020 (related to *SOC1*), and Bradi2g59191 (*AGL19*). 

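VRN1 is Bradi1g08340 in the tables used here (chromosome 1, 5861220 to 5871104) and AP1 is Bradi1g21980 (chromosome 1, 17688734 to 17696970). In SD VRN1 had 1 read in the wild-type libraries and 3347 in elf3-1 (ratio 2560, 95% interval 459 to 101000), with 9.16 CPM at ZT16 as the lowest and 106.1 CPM at ZT20 as the highest value in elf3-1. AP1 ranged from 22.9 to 216.0 CPM in elf3-1 and did not exceed 0.138 CPM in wild type. AGL19, a MADS box gene related to SOC1, rose from 0.213 to 5.85 CPM in SD (log2 fold change 4.69, standard error 0.77, adjusted p = 0.00503, edgeR, 6 of 6 time points). In LD it rose from 0.126 to 4.28 TPM (log2 fold change 1.77, standard error 0.44, adjusted p = 0.0219, limma). This call ended without ZT0, ZT20 or ZT22. SOC1 had 8.54 CPM in elf3-1 and 3.56 CPM in wild type in SD (log2 fold change 0.99, standard error 0.34, adjusted p = 0.106). In LD its log2 fold change was -0.36 (adjusted p = 0.668). VRN1 and AP1 were not called in elf3-1 in LD, with 66.8 against 71.4 TPM (adjusted p = 0.544) and 146.6 against 93.4 TPM (adjusted p = 0.0932). FUL2 was, with 82.0 against 44.0 TPM (log2 fold change 0.90, standard error 0.20, adjusted p = 0.0115), at 7 of 7 time points.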

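LNK1 (Bradi1g60846, chromosome 1, 60422680 to 60428412) and LNK2 (Bradi2g13610, chromosome 2, 12087213 to 12092835) encode coactivators of the morning clock. In wild type in SD LNK1 ranged from 1405 CPM at ZT4 to 4.00 CPM at ZT16 and LNK2 from 474.6 CPM at ZT4 to 1.23 CPM at ZT20. In elf3-1 LNK1 ranged from 65.5 to 799.1 CPM and LNK2 from 85.5 to 636.9 CPM, so that each was lower than wild type at ZT4 and higher at ZT16 and ZT20. The level at ZT16 and ZT20 went from 1.77% of the daily mean to 64.2% for LNK1 and from 1.72% to 78.9% for LNK2. The mean over the day did not pass in SD (LNK1 log2 fold change 1.35, adjusted p = 0.499, LNK2 2.88, adjusted p = 0.169, edgeR). In LD LNK2 rose from 47.7 to 128.8 TPM (log2 fold change 2.57, standard error 0.58, adjusted p = 0.0129, limma) and LNK1 did not (0.41, standard error 0.49, adjusted p = 0.60).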

We observe direct regulation of the two circadian regulators *NIGHT LIGHT-INDUCIBLE AND CLOCK-REGULATED GENE 1 (LNK1)* and *LNK2*. In Arabidopsis, *lnk1 lnk2* double mutants are late flowering in long days [35], suggesting this role may be conserved in Brachypodium.

A key regulator of flowering time in monocots is the *PRR37/PPD1* class of genes. We observe that *PPD1* (Bradi1g16490) is strongly repressed by ELF3 in the evening in a photoperiod specific manner (Fig. 5A and B). 

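PPD1 (chromosome 1, 13347223 to 13352030) had 75.7 CPM at ZT4 in wild type of 3 weeks in SD, 37.5 CPM at ZT12, 5.38 CPM at ZT16 and 0.223 CPM at ZT20. In elf3-1 it stayed between 166.9 and 329.8 CPM and was higher at 6 of 6 time points, the excess being smallest in the light. Its mean over the day, 233.4 against 30.1 CPM, gave a log2 fold change of 4.18 (standard error 1.4) that did not pass over all genes (adjusted p = 0.084, edgeR). In LD wild type held 56.3 TPM at ZT20, at the end of the light, and 12.4 TPM at ZT22 in the dark, and elf3-1 ranged from 67.4 to 144.4 TPM (log2 fold change 1.73, standard error 0.58, adjusted p = 0.0681, limma, higher at 6 of 7 time points). At 2 weeks PPD1, scaled within each run, was 41.1 CPM in LD and 0.300 CPM in SD at ZT20, and it was higher in LD at 7 of 8 time points (log2 fold change 1.73, standard error 0.80, adjusted p = 0.119, edgeR).

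**Figure D4:**
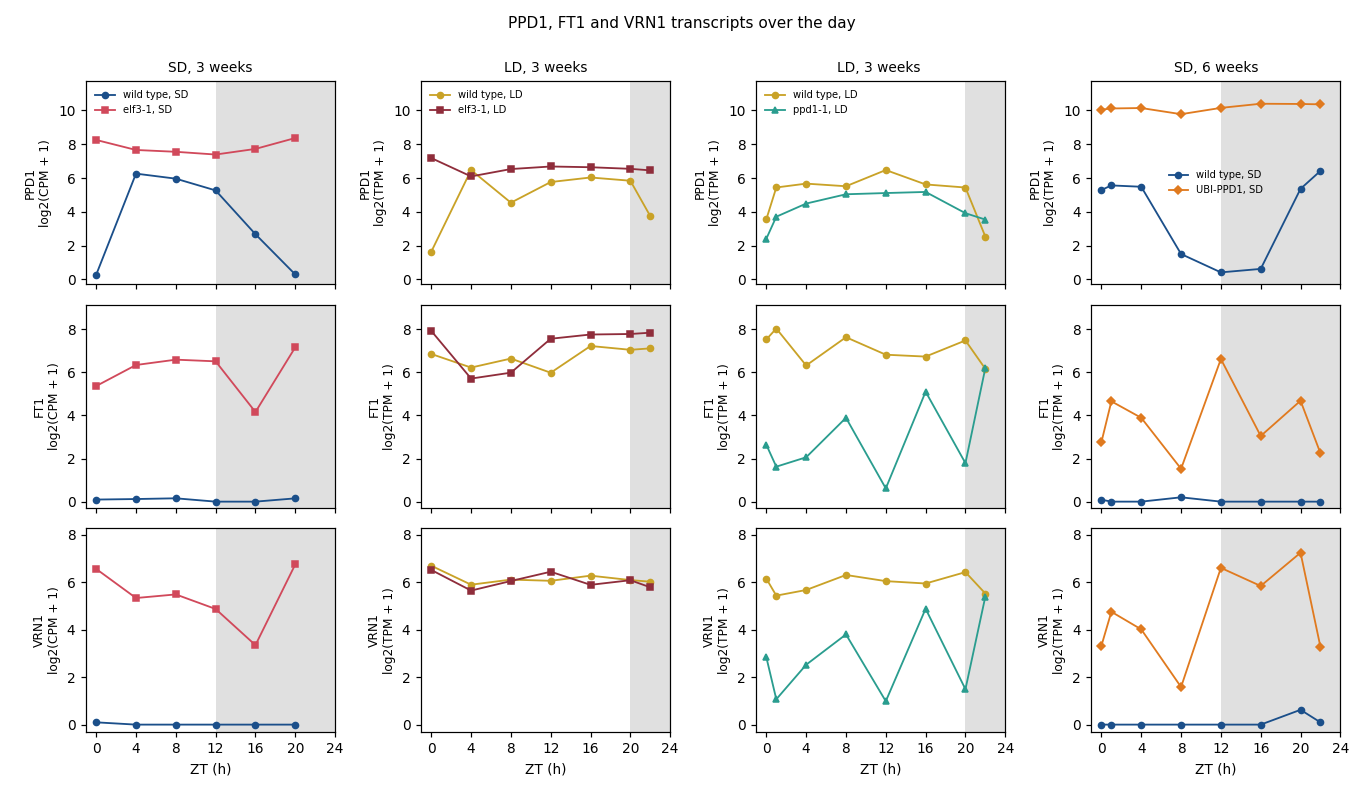
PPD1, FT1 and VRN1 transcripts over the day as log2(CPM + 1) or log2(TPM + 1), with 1 library per point and the dark period shaded, in wild type with elf3-1 (SD and LD), ppd1-1 (LD) or UBIpro:PPD1 (SD). In SD wild type PPD1 lies at 0.223 CPM at ZT20, against 329.8 CPM in elf3-1.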

To determine if *PPD1* serves as a regulator of photoperiodism in Brachypodium, we created a loss of function allele, *ppd1-1*. This line shows delayed flowering in long days, indicating it is necessary for acceleration of flowering in response to inductive conditions (Fig. 5C and E). ELF3 binds directly to *PPD1* (Fig. S4), and it is likely that the regulation of *PPD1* expression by ELF3 is important, since overexpressing *PPD1* under the *UBIQUITIN* promoter is sufficient to trigger flowering in non-inductive short days (Fig. 5D and E). 

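ppd1-1 is a CRISPR allele with a deletion in a coding exon, and UBIpro:PPD1 drives PPD1 from a ubiquitin promoter. ppd1-1 and wild type of 3 weeks were sampled in LD, and UBIpro:PPD1 and wild type of 6 weeks in SD, each at 8 time points from ZT0 to ZT22 with 1 library per genotype and time point. Expression was given by the authors as TPM from StringTie, at 788.9 to 1314.2 megabases aligned to genes per library in LD and 2089.5 to 3886.7 in SD, and was tested with limma as for phyC-4. The ppd1-1 library at ZT0 carries another genotype in the name of its file than in its label, and the label was used. The SD libraries of this run have clock genes that peak hours earlier by their labels than in the other SD series, in both genotypes.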

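In ppd1-1 in LD FUL2 fell from 47.6 to 2.62 TPM (log2 fold change -4.27, standard error 0.46, adjusted p = 0.00142) and SOC1 from 11.7 to 2.49 TPM (-1.78, standard error 0.24, adjusted p = 0.00614), each at 8 of 8 time points. FT1 fell from 148.2 to 16.7 TPM (-4.10, standard error 0.65, adjusted p = 0.0144) at 7 of 8 time points, and in ppd1-1 it varied from 0.531 TPM at ZT12 to 72.7 TPM at ZT22. VRN1 (-3.06, adjusted p = 0.0177) and AP1 (-3.15, adjusted p = 0.0154) fell too, and leaving out ZT8 or ZT12 ended the calls of FT1, VRN1 and AP1 (for FT1, adjusted p = 0.052 and 0.0509), as leaving out ZT4 did for VRN1 and AP1 and ZT20 for VRN1. PPD1 itself did not pass (20.4 against 41.4 TPM, adjusted p = 0.212). Across all genes 54 of 17035 were higher and 55 lower. Of the genes called in phyC-4, 25 were higher in both (0.821 by chance) and 29 lower in both (0.578 by chance), and 88.5% of the genes lower in phyC-4 had a negative fold change in ppd1-1. The Spearman correlation of the fold changes was 0.306 across 16555 genes, which are not independent replicates. The 671 ELF3-bound genes higher in elf3-1 had a median log2 fold change of 0.04 in ppd1-1 against 0.00 in the other genes, and of the 573 tested 5 rose and 9 fell (7 and 14 when adjusted over the list alone; camera, adjusted p = 0.713). With the wild type of the elf3-1 series as control, which the paper set beside ppd1-1, 463 genes were higher and 233 lower in ppd1-1.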

The *ppd1-1* transcriptome shows a similar behavior to that of *phyC-4*, and many of the targets of the ELF3 repressed target genes are repressed in *ppd1-1* (Additional file 10: Fig. S7 and Additional file 8: Supplementary Dataset S8). 

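Of the 17 clock and B-box targets of ELF3, only BBX5 was called in ppd1-1, where it rose from 2.28 to 7.07 TPM (log2 fold change 1.43, standard error 0.27, adjusted p = 0.0281, limma), a call that ended without ZT0, ZT8, ZT12 or ZT20. LUX (log2 fold change 0.04) and GI (0.40, adjusted p = 0.473) did not pass. In phyC-4 PPD1 alone of the 17 was called. At ZT8 14 of the 17 were lower in phyC-4, 7 of them more than 2-fold, and at ZT12 13 were lower, 8 of them more than 2-fold, whereas at ZT22 13 were higher, 10 of them more than 2-fold. The hours ZT12 and ZT22 are among those whose phyC-4 labels are in doubt. The series of ppd1-1 and phyC-4 differ in plant age, and the difference between the mutants was not tested.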

Since *ppd1-1* does not have as strong a flowering phenotype as *phyC-4*, this indicates that other directly regulated ELF3 targets such as the other *PRR* genes, *VRN1* and the *AP1/SOC1* homologs, the *BBX* genes, *GI*, *LNK1*, and* 2*, and perhaps *PIF4* also contribute to the ELF3-photoperiod flowering response. A recent study has shown that an independent allele of *PPD1* has a more delayed flowering phenotype [36], suggesting that the *ppd1-1* allele generated in this study may be a weaker hypomorph.

**Fig. 5:**
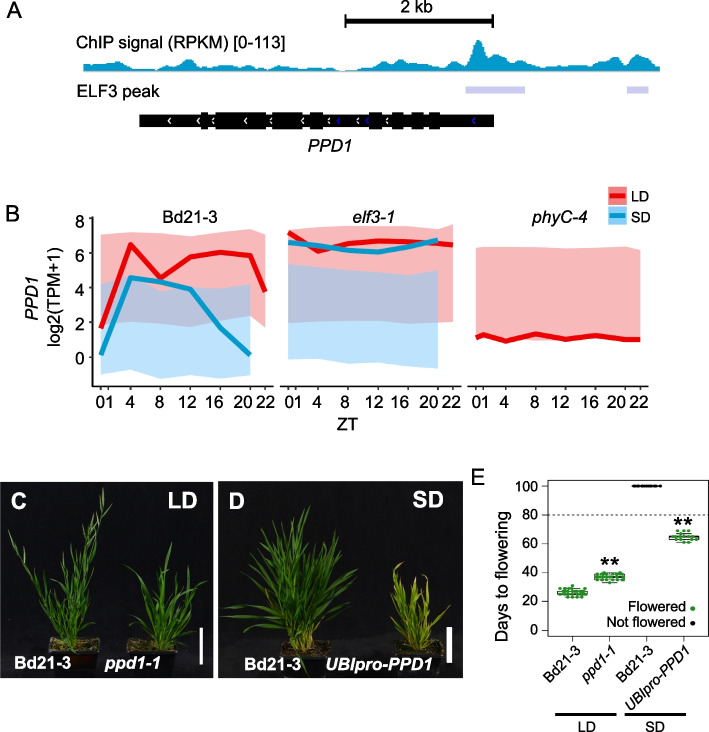
ELF3 directly controls the flowering regulator *PPD1*. **A** ELF3 associates with the promoter of *PPD1* as measured by ChIP-seq. **B** *PPD1* expression is strongly repressed during the night in SD in an *ELF3*- dependent manner. *PPD1* remains stably suppressed in the *phyC* background. **C**–**E** *ppd1-1* is late flowering in LD conditions, while overexpression of *PPD1* under the ubiquitin (*UBI*) promoter can rescue non-flowering in SD

These results show that ELF3 is a major central integrator of the flowering response since it binds to the promoters and regulates the expression of many flowering regulators such as *PPD1*, *GI*, and *VRN1* (Figs. 4 and 5, S3 to S6). 

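The calls of 6 comparisons were combined over the 15907 genes tested in all of them. VRN1, AP1 and FT1 were the genes that were higher in LD than in SD, higher in elf3-1 and in UBIpro:PPD1 in SD, and lower in phyC-4, ppd1-1 and UBIpro:ELF3 in LD. If the calls were independent, 2.97e-07 genes would meet all 6 by chance. They are not independent, as 82 genes were lower in both phyC-4 and UBIpro:ELF3 against 3.15 by chance, so that number does not measure chance here. The study had also named these flowering genes from such samples. The ppd1-1 calls of VRN1, AP1 and FT1 ended without ZT8 or ZT12, those of VRN1 and AP1 also without ZT4, and that of VRN1 without ZT20. FT2 and FUL2 could not meet all 6, since they were not tested in the LD response of 2 weeks. PPD1 and GI did not meet all 6. PPD1 was lower in phyC-4 and higher in UBIpro:PPD1, which carries the transgene, and GI was called in elf3-1 in LD alone. From the binding of ELF3 to the promoters of such genes and from their expression, the paper concludes that ELF3 is a central integrator of the flowering response.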

Under inductive LD photoperiods, ELF3 levels decline, enabling the upregulation of these transcriptional activators and the initiation of flowering (Fig. 6D). The expression of *ELF3* however is largely constant and does not show significant circadian variation, and it is expressed in both SD and LD (Fig. S8). This suggests that the regulation of *ELF3* may be post-translational. 

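The ELF3 transcript in wild type of 3 weeks ranged from 117.1 CPM at ZT12 to 325.0 CPM at ZT0 in SD, 2.78-fold, and from 74.5 TPM at ZT12 to 162.5 TPM at ZT0 in LD, 2.18-fold. At 2 weeks the highest value was 2.36 times the lowest in SD and 1.79 times in LD. For comparison, GI ranged over 8.92 on the log2 scale in SD. A 24 h cosine fitted ELF3 in SD at 3 weeks (adjusted p = 0.0128, edgeR) and at 2 weeks (adjusted p = 0.00601), and did not pass in LD at 2 weeks (adjusted p = 0.534), 3 weeks (0.0805, limma, and 0.844 in the ppd1-1 series) or 4 weeks (0.263). In SD at 6 weeks, the series with displaced hours, it fitted as well (adjusted p = 0.0366, limma). The peak there was at 10.6 h by the labels, against 23.5 h at 3 weeks and 0.4 h at 2 weeks. On the common scale of the LD and SD libraries the mean over the day was 132.3 CPM in LD and 109.2 CPM in SD at 2 weeks (log2 fold change 0.30, standard error 0.15, adjusted p = 0.137), higher in LD at 5 of 8 time points, but lower in LD with SD wild type of 3 weeks (-0.24, adjusted p = 0.299) or with LD wild type of 3 and SD wild type of 6 weeks (-0.48, adjusted p = 0.0815).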

Consistent with this hypothesis, the late flowering phenotype of *UBI-ELF3* is sensitive to light exposure (Fig. 6). While *UBI-ELF3* plants never flower in SD, they are very late in LD, but flowering is accelerated under continuous light exposure (LL), suggesting that light exposure influences ELF3 activity. Indeed, ELF3 protein accumulates at the end of the night to high levels under SD, and is rapidly degraded upon exposure to light, which is consistent with recent reports in wheat [37]. A similar pattern is seen under LD, but the levels of ELF3 are lower (Fig. 6C and D). ELF3 protein is not detectable in Bd21-3 wild-type background but is able to accumulate in the *phyC-4* background during the day (ZT4) (Fig. S9).

**Fig. 6:**
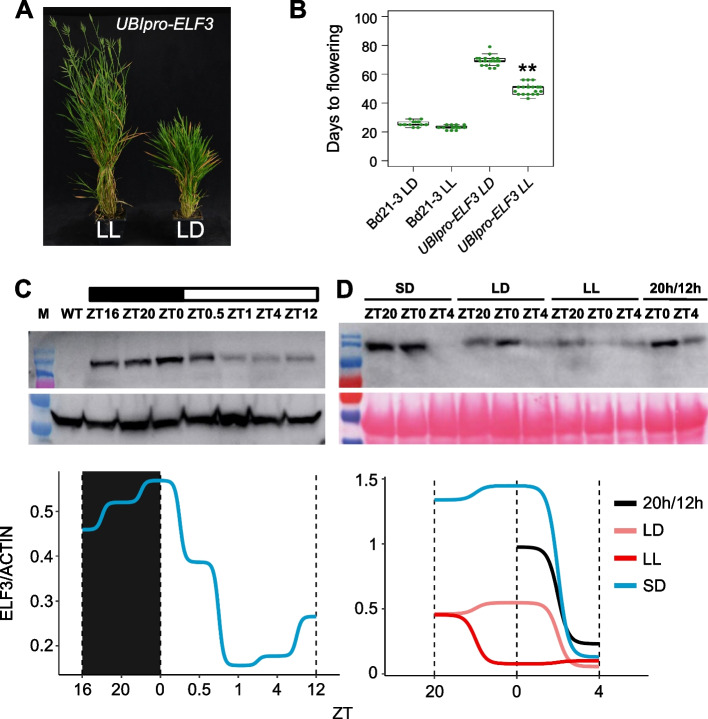
ELF3 protein levels integrate photoperiod information. **A**–**B** The late flowering phenotype of *UBIpro-ELF3* in long days is partially suppressed by growth in continuous light. **C**, **D** ELF3 protein levels accumulate during the night and are rapidly reduced on exposure to light (plants were grown under 12 h dark:12 h light regime), blot was probed with anti M2 FLAG antibody (**C**, **D**) or anti ACTIN antibody for normalization of band intensity (**C**)

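phyC-4 and UBIpro:ELF3 were compared in LD through the fold changes of each against the wild type of its own series. FT1, FT2, VRN1, AP1 and FUL2, the florigen and MADS box genes, were lower at every time point in each line. PPD1 was called in phyC-4 but not in UBIpro:ELF3, and BBX5 was called in UBIpro:ELF3 but not in phyC-4 (log2 fold change -0.44, adjusted p = 0.256, limma). Over all genes, 134 were higher in both lines (7.86 by chance) and 82 lower in both (3.15 by chance), and 89.2% of the genes higher in phyC-4 and 90.2% of those lower had a fold change of the same sign in UBIpro:ELF3. Across 16882 genes, which are not independent replicates, the Spearman correlation of the fold changes was 0.384, and 0.143 with the wild type of the elf3-1 series as the control of phyC-4. Genes higher in elf3-1 in SD were lower in phyC-4 in 51 cases (4.48 by chance) and higher in 15 (7.34 by chance), and 44.3% of them had a positive fold change in phyC-4. Of those lower in elf3-1, 38 were higher in phyC-4 (6.67 by chance) and 8 lower (4.07 by chance).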

Since *phyC-4* transcriptionally resembles a plant with elevated ELF3 signaling, this suggests that PHYC may be the major light receptor controlling ELF3 activity. To determine if this occurs via a direct mechanism, we performed ChIP-seq of PHYC. In Arabidopsis, PHYB binds to target genes to modulate their expression [38], and we investigated if this might be true for PHYC. We observe coincidence between ELF3 and PHYC ChIP-seq peaks for many key genes such as *LUX* (Fig. 7A; Additional file 6: Supplementary Dataset S6). Phytochromes have been observed to interact with ELF3 in other systems [9, 39, 40]. These results are in agreement with a recent study showing that in Brachypodium *phyC elf3* double mutants showed a restored early flowering phenotype compared to the *phyC* single mutant [36]. Our results suggest PHYC suppresses the ability of ELF3 to repress its target genes.

**Fig. 7:**
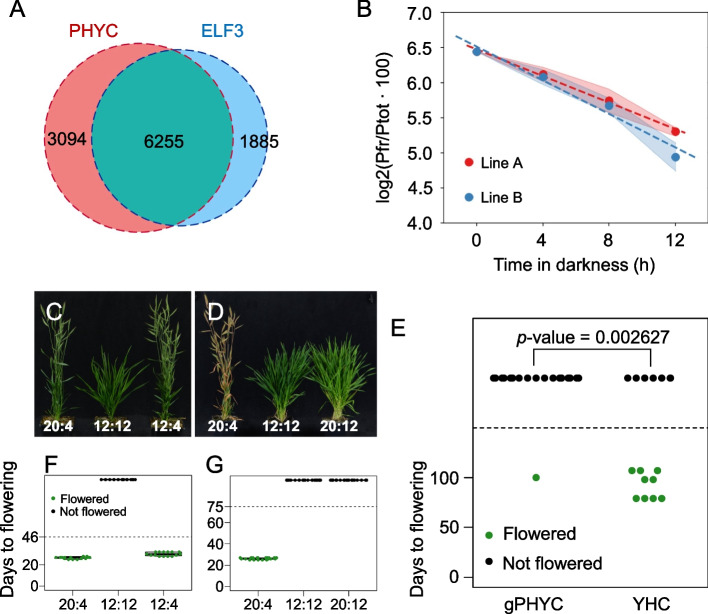
ELF3 protein levels integrate photoperiod information. **A** Overlap between PHYC and ELF3 bound genes. **B** PHYC dark reversion has a half-life of about 8 h. Line A, *y* =  − 0.094x + 6.476 (linear regression function), BdPHYC in Arabidopsis *phyAB* double mutant background; Line B, *y* =  − 0.12x + 6.515 (linear regression function), BdPHYC in *B. distachyon* WT background. **C**–**D** Night length but not day length is the key determinant of when plants will flower. Numbers represent day length (hour): night length (hour). **E** The *YHC* mutation restores flowering under short day conditions. *p*-value was calculated by chi-squared test; the experiment was terminated after 100 days. YHC, Y242H point mutation in PHYC. gPHYC, genomic PHYC

Since phytochromes in the active, Pfr, state slowly revert to the inactive Pr state in the dark (thermal or dark reversion), we hypothesized that this presents a mechanism for measuring the length of the night. Under long photoperiods, the dark period may be insufficient for PHYC Pfr to be depleted, with the result that ELF3 cannot accumulate to a high level. Extending the night period in short days however may enable PHYC Pfr to become depleted, allowing the accumulation of repressive ELF3. To test this, we measured the dark reversion dynamics of Brachypodium PHYC by overexpressing the gene in Brachypodium and Arabidopsis seedlings. In both cases, we observe similar reversion rates, and the dark reversion of PHYC Pfr has a half-life of 8.3 h in Brachypodium (Fig. 7B; Supplementary Fig. S10). This indicates that the Pfr dark reversion rate is suitable to distinguish between long and short photoperiods by measuring the length of darkness.

These results suggest that unlike in the case of Arabidopsis in which daylength is measured to contribute photoperiodic flowering [2], Brachypodium may measure the length of the night to determine photoperiodism. To test this directly, we used non 24 h day night cycles to determine whether the length of the night or day is more important for flowering. While a SD (12 h:12 h, day to night) is non-inductive, flowering is accelerated simply by reducing the length of the night in 12 h:4 h photoperiods (Fig. 7C, F, S2A). By contrast, a 20-h day is unable to trigger flowering when coupled with a long night (Fig. 7D, G, S2A). These results suggest that the rate of dark reversion is an important component in responding to night-length. To confirm this, we engineered a version of PHYC which contains the point mutation that has been shown to prevent dark-reversion in phyB in Arabidopsis [41]. This stabilized version of PHYC (YHC) is predicted to not undergo dark reversion, enabling it to maintain activity in darkness and trigger flowering even in SD. In agreement with this hypothesis, the majority of plants expressing YHC flower within 100 days under non-inductive SD conditions, while only a single wild-type control plant expressing *PHYC* did (Fig. 7E).

Brachypodium therefore appears to use night length to infer photoperiod. This is likely a common mechanism for monocots, since night-break experiments perturb flowering in Brachypodium, wheat and rice [16, 42, 43], and PHYC is an important regulator of photoperiodic responses in cereals [20, 21, 44]. To test this directly, we conducted a night break experiment (NB) and show that NB promotes flowering in a 12L:12D photoperiod (Fig. S2B). Rice is a short-day plant, but it appears that the genetic interactions between OsELF3-1 and phytochromes in controlling photoperiodism are conserved [45].

## Discussion

It has recently been shown that the EC controls photoperiodism in rice, and this is mediated through phytochrome signaling [17]. Since photoperiodism is also controlled by an *ELF3* ortholog in Pea, this pathway appears to be broadly conserved [46]. While it had been proposed that the phytochrome dark reversion rate could serve as a molecular “hourglass,” providing a timer function for photoperiodism [47], this model was discounted on discovering a circadian variation in sensitivity to far red-light pulses during extended darkness [48]. Our finding that phytochromes directly modulate the activity of the circadian component ELF3 suggests a mechanism to reconcile these observations (Fig. 8). Light quality at dusk varies seasonally [49, 50], and in Aspen phytochrome signaling controls growth cessation and bud set during autumn [51]. The ability of phytochromes to integrate changes in both spectral quality and photoperiod may represent a robust mechanism for making seasonal decisions.

**Fig. 8:**
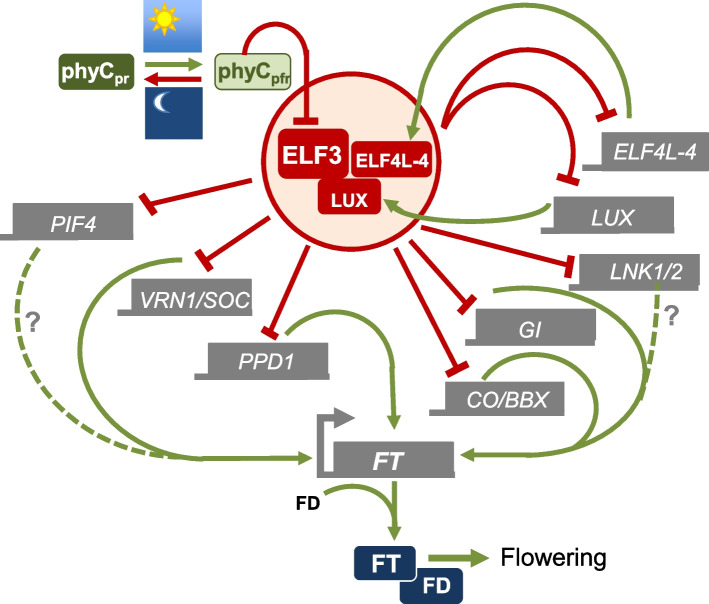
The EC integrates photoperiod information to control flowering in Brachypodium. Activity of ELF3 is controlled by light via phytochromes, particularly phyC. Long photoperiods lead to long periods of phyC activation and the inactivation of ELF3 and the EC. The EC auto-regulates its own activity by repressing LUX and ELF4L-4. The EC controls flowering by directly repressing the expression of key positive flowering regulators, including VRN1, 3 related MADS transcription factors, PPD1, GI, LNK1, and 2 and several members of the BBX family. Under long photoperiods, the accumulation of active phyCpfr results in the reduction of EC activity and upregulation of many floral activators, leading to the increase of FT expression and flowering. Genes are shown with grey boxes, and protein products in rectangles with rounded corners

## Conclusions

Photoperiod information is transmitted via phytochrome signaling to directly control the activity of ELF3 in *Brachypodium distachyon*. ELF3 serves as a major integrator of circadian and environmental signaling and directly regulates the expression of many key flowering genes, including *LNK1*, *LNK2*, *GI*, *CO*, *PPD1*, and *VRN1/SOC1*.

## Methods

### Plant materials and growth conditions

*Brachypodium distachyon* accession *Bd21-3* was used in this study. Seeds were imbibed in distilled water at 4 °C for 2 days before sowing. Plants were grown in 5 parts John Innes #2, 3 parts peat, 1 parts silver sand, 3 parts course vermiculite, Osmocote 2.7 g/L. All plants were grown in growth cabinets with constant temperature 20 °C, 65% humidity, and 350 μmol m^−2^ s^−1^ PPFD (Photosynthetic Photon Flux Density). For flowering-time experiments, plants were grown in photoperiod regimes: (a) LD (20 h day/4 h night); (b) SD (12 h day/12 h night); (c) 20:12 (20 h day/12 h night); (d) 12:4 (12 h day/4 h night).

### Mutants used in this study

**Table:** 

**Line name**	**Background**	**Description**	**Source**	**Notes**
*elf3-1*	Bd21-3	crispr line	This study	7 bp deletion or 1 bp insertion in the second exon, both caused premature stop codon
*phyC-4*	Bd21-3	crispr line	This study	4 bp deletion in the first exon, caused premature stop codon
*ppd1-1*	Bd21-3	crispr line	This study	1 bp deletion in the sixth exon, caused premature stop codon
*phyA-1*	Bd21-3	crispr line	This study	3 bp deletion in the first exon, caused one amino acid deletion
*UBIpro-ELF3-GFP-Flag*	Bd21-3	transgenic line	This study	
*UBIpro-PPD1-GFP_Flag*	Bd21-3	transgenic line	This study	

The *phyC-1 EMS* mutant has been described previously [20]. For this study, we created CRISPR mutation in the *ELF3* gene (Bradi2g14290), *PHYC* gene (Bradi1g08400), and *PPD1* gene (Bradi1g16490). The cloning of the single-guide RNA (sgRNA) was done as described in [52]. sgRNAs primers for *ELF3*, *PPD1*, and *PHYC* were designed using design tool http://www.e-crisp.org/E-CRISP/. The annealed oligos were ligated into entry vector pOs-sgRNA and then cloned into destination vector pH-Ubi-cas9-7 by gateway LR reaction. The constructs were transformed in the *Agrobacterium* strain AGL1. *Agrobacterium*-mediated plant transformation of embryonic callus generated from immature embryos was performed as described [53]. For the genotyping analysis, mutations were confirmed by sequencing and T2 lines with mutation but not carrying Hyg resistance and were selected for further analysis.

For the overexpressing transgenic lines, the genomic coding sequence of *ELF3*, *PPD1*, and *PHYC* were amplified by PCR with primers indicated in Table S1. The PCR products were cloned into SLIC binary vector containing ubiquitin promoter and C-terminal 3xFLAG tag using NEBuilder® HiFi DNA Assembly Cloning Kit (E2621L). pENTR-YFP-His_6_-3xFLAG [54] was recombined using the Gateway system (Invitrogen) into pMDC32 [55]. Embryogenic calli from *B. distachyon* 21-3 plants were transformed with pMDC32-YFP-His_6_-3xFLAG as described [56]. For each construct, approximately 20 independent transgenic lines were obtained and homozygous single insertion lines were selected for further analysis.

For overexpression of *PHYC* in Arabidopsis, the *PHYC* genomic fragment was amplified and then cloned into 35S and N-terminal 3xFLAG tagged binary vector by NEBuilder® HiFi DNA Assembly Cloning Kit (E2621L). The binary construct was transformed into Arabidopsis *phyAB* mutant by floral dipping method. The *35S-N3FLAG-PHYC* transgenic plants were isolated by Kanamycin selection and propagated to obtain homozygous seeds to measure the dark reversion rate. Altering of the GAF (Tyr-to-His) of phyB of *Arabidopsis thaliana* resulted in photoinsensitive mutant alleles of phytochrome B (*PHYBY276H*, *or YHB*) [57]. Therefore, we aligned phyC from Brachypodium with YHB of *Arabidopsis* and identified the conserved GAF domain. YHC was created by overlapping PCR with phyC genomic construct as template, changing amino acid at position 242 from tyrosine to histidine, and using NEBuilder HiFi DNA Assembly Master Mix (NEB, E2621L); this PCR fragment was subsequently cloned into the pUBI vector and sequenced. This construct was transformed into callus and selected with hygromycin and plants later confirmed with PCR and by Western blot. Primers used in this study are listed in Additional file 9: Supplementary Dataset S9.

For *Western blot assay*, seeds were sterilized and sown on ½ X Murashige and Skoog-agar (MS-agar) plates at pH 5.7 and grown in Magenta™ GA-7 Plant Culture Box (Thomas scientific). Sterilized seeds were stratified for 2 days at 4 °C in the dark and allowed to germinate. The plates were transferred to short-day conditions (12 h light and 12 h dark) and collected at the indicated time.

One hundred milligrams of frozen plant material was grinded and then added 100 μl 2 × Laemmli buffer (S3401, SIGMA). The protein was denatured at 96 °C for 10 min. Fifteen microliters of protein samples were separated on 12% SDS-PAGE and blotted 7 min to nitrocellulose membrane using Turbo semi-dry transfer. Blots were blocked with 5% milk for 1 h at RT (room temperature) and then incubated in the anti-FLAG M2 (Sigma) primary antibody at a dilution of 1:2500 at 4 °C overnight with agitation or custom anti-ELF3 antibody (Agrisera, AS184168, lot# 1808) at a dilution of 1:1000 at 4 °C overnight with agitation. The antibody solution was decanted, and the blot was rinsed briefly twice, then washed once for 15 min and 3 times for 5 min in TBS-T at RT with agitation. Blot was incubated in secondary antibody goat anti-mouse IgG-HRP conjugate (Bio-Rad, #1721011) diluted to 1:5000 in for 2 h at RT with agitation or Agrisera Antibody, AS184168, lot# 1808). The blot was washed as above and developed by PiecreTM ECL substrate (Thermo Scientific, #32134). Exposure time was 15 and 30 s.

### Yeast two-hybrid (Y2H)

For the Y2H assay, the coding sequences of *BdELF3* and *BdLUX* were amplified with gene specific primers (Additional file 9: Supplementary Dataset S9) and cloned into the yeast expression vectors pGADT7 and pGBKT7. The resulting constructs were co-transformed into yeast strain AH109. The yeast transformants were grown on nutrient-restricted mediums to assess interactions between various protein combinations.

### Split luciferase complementation

The coding sequences of *BdELF3* and *BdLUX* were was amplified and cloned into pCAMBIA-35S-nLuc and pCAMBIA-35S-cLuc, respectively. The resulting plasmids were transformed into *Agrobacterium* GV3101. After culture overnight at 28 °C, the bacteria were collected and resuspended in infiltration buffer (10 mM MgCl_2_, 10 mM MES, 150 mM acetosyringone, pH 5.6) and incubated for 2–3 h at 30 °C. The suspensions were infiltrated into leaves of 3-week-old *N. benthamiana.* Luciferase activity was measured with Luciferase Assay Systems (Promega) after 2 days of transformation.

### Creating YHC transgenic plants

According to the function of YHB in Arabidopsis [57], we created the Y242H point mutation in PHYC (YHC) which is supposed to prevents the dark reversion reaction, locking PHYC in the active Pfr state. The mutation sites were introduced using two overlapping primers as listed in Additional file 9: Supplementary Dataset S9. The PCR products were cloned into SLIC binary vector. The resulting YHC constructs were transformed into Bd21-3 plants to produce more than 10 independent lines for further analysis.

### Gene expression by RNA-seq

RNA-seq experiments were performed for Bd21-3, *elf3-*1, *UBIpro:ELF3*, *phyC-4*, *ppd1-1*, and UBIpro:PPD1 at LD and SD over a 24 h timecourse. Two- or 3-week-old seedlings of the indicated genotypes were grown at 20 °C and sampled at intervals over the diurnal cycle: ZT = 0, 4, 8, 12, 16, 20, and 22 h.

Qiagen RNeasy Mini Kit (74104) was used to extract RNA. RNA quality and integrity were assessed on the Agilent 2200 TapeStation system. Library preparation was performed with 1 μg total RNA using the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (E7420L). The libraries were sequenced on a NextSeq500 (Illumina) running a final pooled library. Each pool contained 24 to 30 samples and was sequenced using NextSeq® 500/550 High Output Kit v2 (150 cycles) TG-160-2002 on a NextSeq500 (Illumina).

*Q-PCR* was performed on a Roche Lightcycler using standard *reverse transcriptase* kit and SYBR Green Real-Time PCR Master Mixes (SIGMA).

### RNA-Seq data processing

Adapters were trimmed off from raw reads with Trimmomatic (v0.32) [58] with argument “ILLUMINACLIP:$FA_ADAPTER:6:30:10 LEADING:3 TRAILING:3 MINLEN:36 SLIDINGWINDOW:4:15.” Clean reads were mapped using *hisat2* (v2.0.5) [59] with argument “--no-mixed --rna-strandness RF --dta --fr.” Duplicate reads were removed with *Picard* (v1.103) [60] using default setting. Transcripts were quantified with *StringTie* (v1.3.3b) [61] in TPM values (Transcripts per Million mapped transcripts) with argument “--rf” directed by annotation version “Bdistachyon_314_v3.1” (https://phytozome-next.jgi.doe.gov/info/Bdistachyon_v3_1).

### RNA-Seq clustering

Mean TPM values were transformed into log2(TPM + 1). Genes with the maximum log2(TPM + 1) > 2 were kept. To investigate transcriptomic response towards a particular treatment, timecourse perturbation matrices were constructed as the difference of log abundances between paired conditions. For example, $$log2\left(\frac{{TPM}+1}{{TPM}+1}\right)$$, the selected perturbation matrices will be as follows:

- [LD/SD, WT, ZT00]
- [LD/SD, WT, ZT04]
- [LD/SD, WT, ZT08]
- [LD/SD, WT, ZT12]
- [LD/SD, WT, ZT16]
- [LD/SD, WT, ZT20]

Gaussian Mixture Models (GMM), a distribution-based clustering method and implemented by an R package *clusterR()* (https://github.com/mlampros/ClusterR), was used for performing the clustering. The expectation-maximization algorithm was used for fitting GMM to the given matrices. The Bayesian information criterion was used for estimating the number of clusters.

### ChIP-seq experimental details

Seeds were sterilized and sown on ½ X Murashige and Skoog-agar (MS-agar) plates at pH 5.7 and grown in Magenta™ GA-7 Plant Culture Box (Thomas scientific) and harvested at the indicated time.

Three-gram seedlings for each set were fixed under vacuum for 20 min in 1xPBS (10 mM PO_4_^3−^, 137 mM NaCl, and 2.7 mM KCl) containing 1% formaldehyde (F8775 SIGMA). The reaction was quenched by adding glycine to a final concentration of 62 mM. Chromatin immunoprecipitation (ChIP) was performed as described [62], with the exception that 100 μl FLAG M2 agarose affinity gel antibody was used (SIGMA-Aldrich) per sample. Sequencing libraries were prepared using TruSeq ChIP Sample Preparation Kit (Illumina IP-202-1024) and samples sequenced on NextSeq500 machine from Illumina using NextSeq® 500/550 High Output Kit v2 (75 cycles) TG-160-2005. Sequence reads were analyzed using in-house pipelines.

### ChIP-Seq data processing

For processing ChIP-seq fastq files, *bwa* (v0.7.17-r1188) was used to map raw reads to Brachypodium genome Bdistachyon_314_v3.1. Unmapped reads, mate unmapped reads, non-primary alignment, and duplicate reads were removed. Peaks were identified using *MACS2* (v2.2.7.1) and filtered by *q*-value < 0.01. Bigwig files for IGV tracks were generated using deeptools function *bamCoverage* and normalized using RPKM.

### Defining ELF3 and phyC bound genes

ELF3 bound genes were determined if ELF3 peaks overlap with the genomic regions of gene body extended by 2 kb towards upstream and downstream.

### Finding Arabidopsis homologs for Brachypodium genes

Gene names used in this study can be found in Additional file 7: Supplementary Dataset S7. BLAT on proteins was used to find Arabidopsis homologs for Brachypodium genes with thresholds identity > 40% and *E*-value < 0.05 (Additional file 8: Supplementary Dataset S8).

### Availability

Code is available from https://github.com/shouldsee/pipeline-rnaseq-hisat2-stringtie and https://github.com/yl-lu/Brachypodium_EC.

RNA-Seq and ChIP-seq data are available from Gene Expression Omnibus (GEO): GSE147373 [63], GSE128206 [64].

### Assaying dark reversion rate for PHYC

#### Lines used

- Line A: pUBI-BdPHYC-OX in an Arabidopsis *phyAB* mutant background (plant 5).
- Line B: pUBI-BdPHYC-OX 19-7 (homozygous) in *B. distachyon* WT background.

#### Method

*B. distachyon* seeds were incubated between 2 sheets of wet filter paper for 2–3 days in darkness at 4 °C. After removal of the lemma, the seeds were plated on ½ MS agar supplemented with 5 μM Norflurazon to inhibit greening during the red light irradiation. The seedlings were grown for 6 days at 22 °C in darkness. In order to induce the degradation of PHYA and PHYB, the seedlings were irradiated with constant red light (660 nm, 10 μmol m^−2^ s^−1^) for 16 h. Subsequently, the seedlings were transferred to darkness at 22 °C to monitor dark reversion of PHYC. At time points 0, 4, 8, and 12 h after dark transfer, relative levels of active PHYC (Pfr/Ptot) were measured using a dual wavelength ratio spectrophotometer (Ratiospect) as described previously [65]. The shoot parts of 5–7 *B. distachyon* seedlings were used per measurement. To inhibit oxidation, the seedlings were incubated for 20 min in ice-cold 50 mM DTT solution prior to the measurement.

*A. thaliana* seeds were sterilized before plating them on 4 layers of Whatman® filter paper saturated with 4.5 ml ddH_2_O. For sterilization, the seeds were washed first shortly with 70% ethanol and then twice with 100% ethanol. The seeds were stratified for at least 2 days at 4 °C in darkness. To induce germination, the seeds were incubated during 4 to 8 h in white light at 22 °C. Subsequently, the seedlings were grown in darkness at 22 °C for 4 days. Prior to Ratiospect measurements, the seedlings were irradiated for 20 min with constant red light (660 nm, 10 μmol m^−2^ s^−1^) to convert PYHC into the active Pfr form. Afterwards, the seedlings were transferred into darkness at 22 °C to monitor dark reversion of PHYC. At time points 0, 4, 8, and 12 h after red light irradiation, relative levels of active PHYC (Pfr/Ptot) were measured using a dual wavelength ratio spectrophotometer (Ratiospect) as described previously [65]. One hundred twenty to 140 mg of *A. thaliana* seedlings (freshweight) were used per measurement.

### Proteomics

Plant materials for affinity purification coupled with mass spectrometry (AP-MS) were made from Brachypodium plants expressing either pUBI-ELF3-GFP-FLAG or pMDC32-YFP-His_6_-3xFLAG (negative control) transgene. After stratification in dark at 4 °C for 4 days, transgenic Brachypodium plants were grown in a growth chamber with a photoperiod of 14 h of light (200 umol·m^−2^·s^−1^) and 10 h of darkness, at 24 °C during daytime and 18 °C at night. Leaves from 45-day-old (old) or 21-day-old (young) plants were harvested at ZT0 in darkness and flash frozen in liquid N_2_. The protein extraction was performed in darkness with dim green safety light. About 30 mg (for old plants sample and YFP negative control) or 10 mg (for young plants sample) of total protein were used for purification via FLAG immune-precipitation (we used 1.4 μg anti-FLAG antibody per 1 mg total protein), using the method as previously described [54, 66]. After elution with 3xFLAG free peptides, eluates were precipitated by 25% TCA at −20 °C, pelleted, and washed with ice-cold acetone. Pellets were dried using a speed vacuum and sent for mass spectrometry analysis, with the same processing protocol and filtering criteria as described previously [40]. MS data were extracted and searched against Brachypodium database to identify each protein (Phytozome 12, https://phytozome.jgi.doe.gov/pz/portal.html). All proteins identified in YFP control were subtracted from the identifications and a curated list containing ELF3 specific interactors was presented, showing names of their Arabidopsis homolog proteins.

### Supplementary Information

**Additional file 1: Supplementary Dataset S1.** Proteins Co-Purified by BdELF3-GFP-FLAG AP-MS.

**Additional file 2: Supplementary Dataset S2.** Gene expression analyzed over 24 h in both LD and SD growth conditions.

**Additional file 3: Supplementary Dataset S3.** Genes identified, which fall into major clusters.

**Additional file 4: Supplementary Dataset S4.** Significantly bound ELF3 peaks at ZT20.

**Additional file 5: Supplementary Dataset S5.***ppd1-1* transcriptome.

**Additional file 6: Supplementary Dataset S6.** Coincidence between ELF3 and PHYC ChIP-seq peaks.

**Additional file 7: Supplementary Dataset S7.** Gene names used in this study.

**Additional file 8: Supplementary Dataset S8.** BLAT on proteins.

**Additional file 9: Supplementary Dataset S9.** Primers used in this study.

**Additional file 10: Fig. S1.** Phytochromes are necessary for LD activation of flowering. A. *phyC-4* does not flower in inductive conditions. B. *phyA-1* is late flowering in long days. **Fig. S2.** Night length determines flowering phenotype in Brachypodium and a night break promotes early flowering A. Plants grown under 12L:4D condition flower nearly at the same time as plants grown und 20L:4D (LD) conditions at after about 3 weeks, whereas plants grown under 12L:12D, 20L:12D or 12L:20D did not flower during the course of the experiment. Experiment was terminated after 75 days, as plants started to senesce. A night break triggers flowering under non inductive short day conditions in Brachypodium. B. Introducing a night break of 1h or 2 nigh breaks of 30min each leads to a flowering phenotype similar to plant being grown under inductive long day conditions (growth condition set up was: 2*1h NB: 12 hour light + 4 hours dark+1hour light+3 hours dark+ 1hour light+3 hours dark. 2*0.5h NB: 12 hour light + 4 hours dark+0.5 hour light+3.5 hours dark+ 0.5 hour light+3.5 hours dark1*1h NB: 12 hour light + 6 hours dark+1hour light+5 hours dark, all Bd21). **Fig. S3.** Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots. **Fig. S4.** Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots. **Fig. S5.** Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots. **Fig. S6.** Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots. **Fig. S7.** *ppd1-1* transcriptome shows a similar behavior to *phyC-4*. A. Transcripts were clustered according photoperiod response, same with Fig. 2A, B. Transcriptional pattern of selected genes in Bd21-3, *ppd1* and *PPD1* OX under SD and LD. **Fig. S8.** ELF3 protein is degraded in response to light. Independently of photoperiod Plants were grown under 12L:12D (SD) or 20L:12D condition as indicated and samples taken 12 DAG at the indicated time (ZT20, ZT0 and ZT4, with 3 plants used per sample). We used wild type plants (lane 2, ZT0) or plants overexpressing *ELF3* (*pUBI:ELF3_GFP_FLAG*) (lane 3 to lane 7) and probed with an antibody raised in rabbit against ELF3 peptide (Agrisera AS184168, lot# 1808). **Fig. S9.** ELF3 protein is stabilized in *phyC-4* A. Plants were grown under 20L:12D condition samples taken 12 DAG at the indicated time (ZT6, with 3 plants used per sample). We used Bd21-3 (lane 2, 3), *phyC-4* (lane 4, 5) or plants overexpressing *ELF3* (*pUBI:ELF3_GFP_FLAG*) (lane 5) and probed with an antibody raised in rabbit against ELF3 peptide (Agrisera). ELF3 accumulates in *phyC-4* background at the end of the long day, but can not be detected in Bd21-3 background. ELF3 was detected using custom anti-ELF3 (Agrisera, AS184168, lot# 1808). B. Transcript level of ELF3 in phyC background are unchanged, indicating that phyC controls ELF3 in the protein level. **Fig. S10.** A. Western blot for 2 independent lines overexpressing *pUBI:phyC-GFP-Flag* in Brachypodium wild type background. B. Western blot for 6 independent lines overexpressing *35S-NFlag-BdPHYC* in Arabidopsis background. Western blot was probed with an antibody against Flag epitope (M2, Sigma). Plants were grown under 20L:4D (LD) condition and samples taken 12 DAG at the indicated time (ZT20, ZT0 with 3 plants used per sample).

**Additional file 11.** Review history.

# Supplementary material for: Phytochromes transmit photoperiod information via the evening complex in Brachypodium
**Source:** Genome Biol. 2023 Nov 7;24:256. doi: 10.1186/s13059-023-03082-w
**Supplement:** Supplementary file 10 — Additional file 10: Fig. S1. Phytochromes are necessary for LD activation of flowering. A. phyC-4 does not flower in inductive conditions. B. phyA-1 is late flowering in long days. Fig. S2. Night length determines flowering phenotype in Brachypodium and a night break promotes early flowering A. Plants grown under 12L:4D condition flower nearly at the same time as plants grown und 20L:4D (LD) conditions at after about 3 weeks, whereas plants grown under 12L:12D, 20L:12D or 12L:20D did not flower during the course of the experiment. Experiment was terminated after 75 days, as plants started to senesce. A night break triggers flowering under non inductive short day conditions in Brachypodium. B. Introducing a night break of 1h or 2 nigh breaks of 30min each leads to a flowering phenotype similar to plant being grown under inductive long day conditions (growth condition set up was: 2*1h NB: 12 hour light + 4 hours dark+1hour light+3 hours dark+ 1hour light+3 hours dark. 2*0.5h NB: 12 hour light + 4 hours dark+0.5 hour light+3.5 hours dark+ 0.5 hour light+3.5 hours dark1*1h NB: 12 hour light + 6 hours dark+1hour light+5 hours dark, all Bd21). Fig. S3. Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots. Fig. S4. Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots. Fig. S5. Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots. Fig. S6. Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots. Fig. S7. ppd1-1 transcriptome shows a similar behavior to phyC-4. A. Transcripts were clustered according photoperiod response, same with Fig. 2A, B. Transcriptional pattern of selected genes in Bd21-3, ppd1 and PPD1 OX under SD and LD. Fig. S8. ELF3 protein is degraded in response to light. Independently of photoperiod Plants were gr

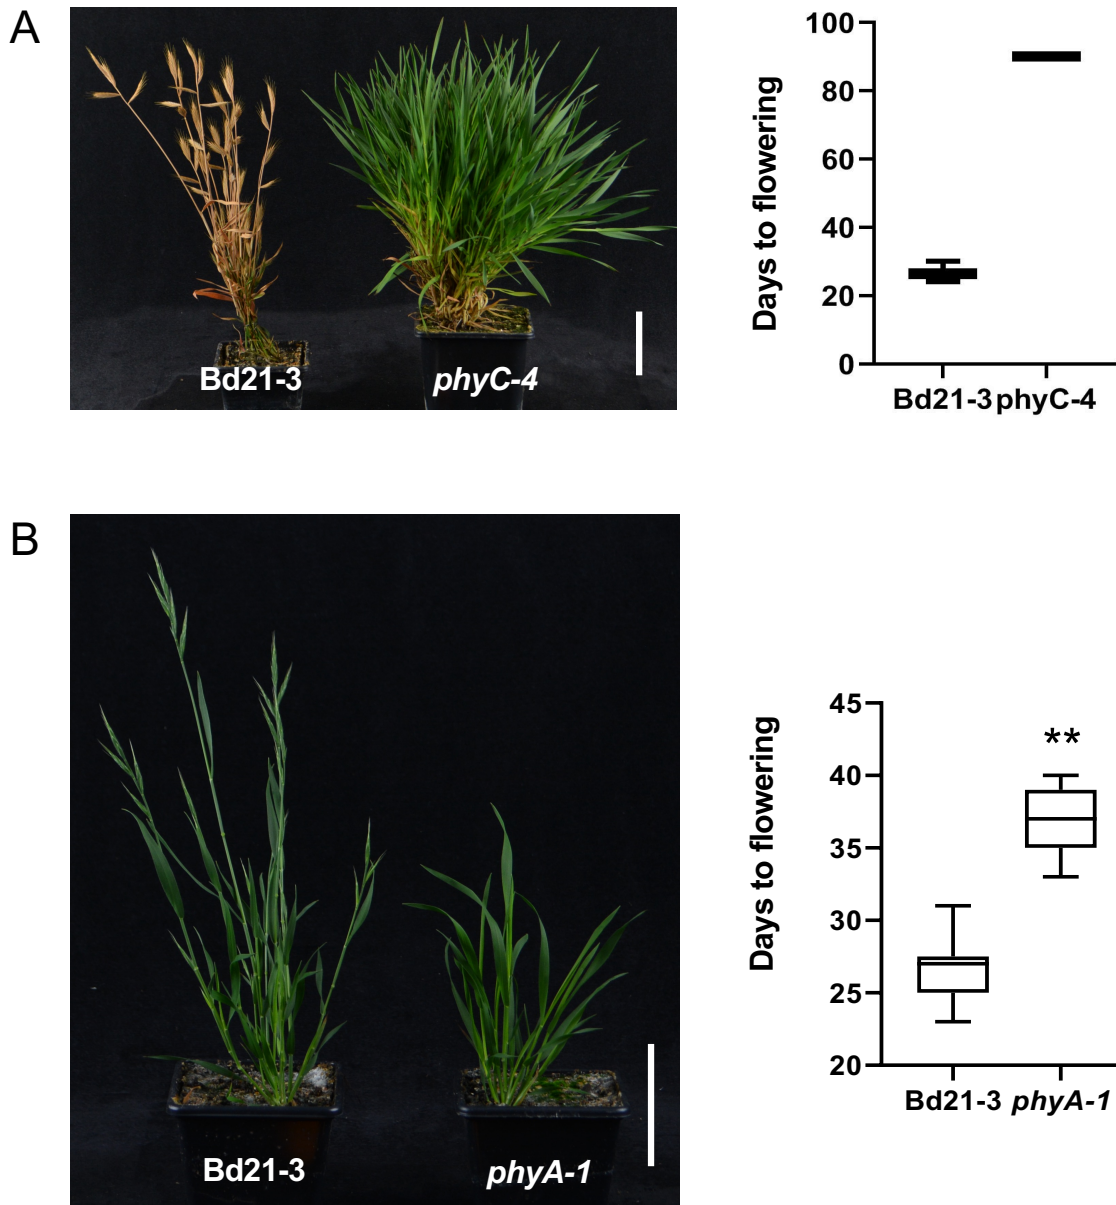

Fig. S1. Phytochromes are necessary for LD activation of flowering.

A. *phyC-4* does not flower in inductive conditions.

B. *phyA-1* is late flowering in long days.

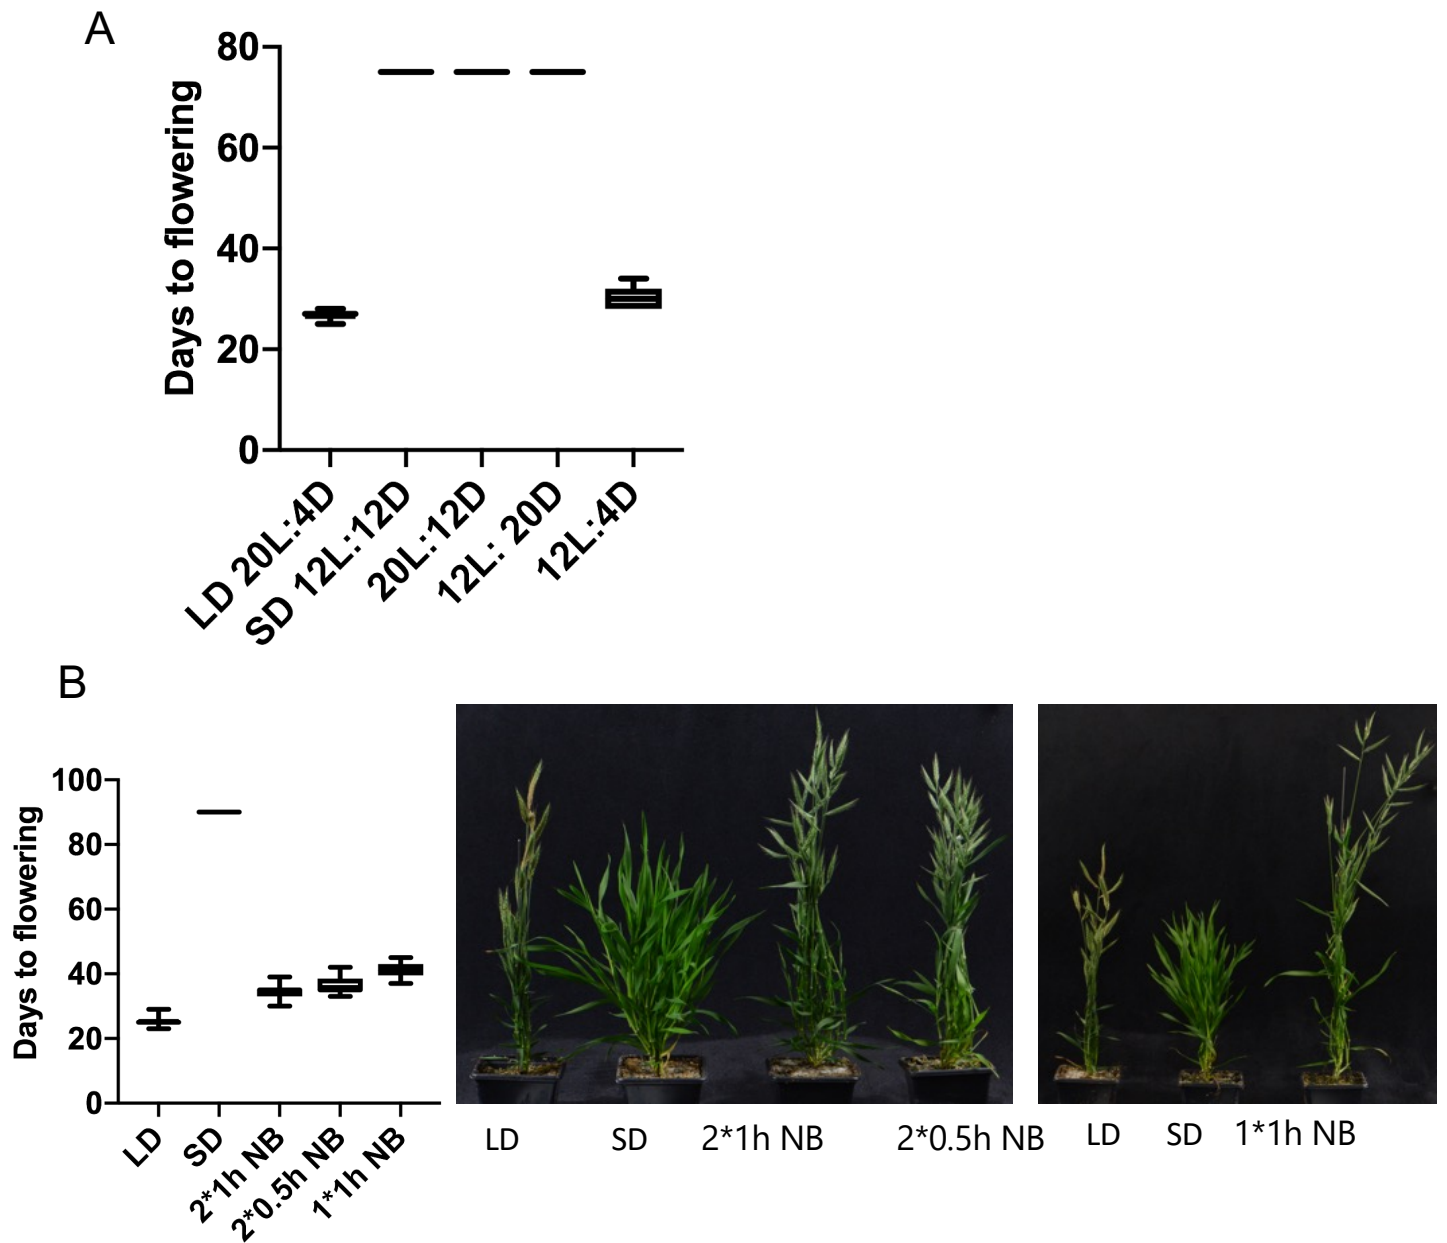

Fig. S2. Night length determines flowering phenotype in *Brachypodium* and a night break promotes early flowering **A.** Plants grown under 12L:4D condition flower nearly at the same time as plants grown under 20L:4D (LD) conditions after about 3 weeks, whereas plants grown under 12L:12D, 20L:12D or 12L:20D did not flower during the course of the experiment. Experiment was terminated after 75 days, as plants started to senesce. A night break triggers flowering under non inductive short day conditions in *Brachypodium*. **B.** Introducing a night break of 1h or 2 night breaks of 30min each leads to a flowering phenotype similar to plant being grown under inductive long day conditions (growth condition set up was: 2*1h NB: 12 hour light + 4 hours dark+1hour light+3 hours dark+ 1hour light+3 hours dark. 2*0.5h NB: 12 hour light + 4 hours dark+0.5 hour light+3.5 hours dark+ 0.5 hour light+3.5 hours dark 1*1h NB: 12 hour light + 6 hours dark+1hour light+5 hours dark, all Bd21).

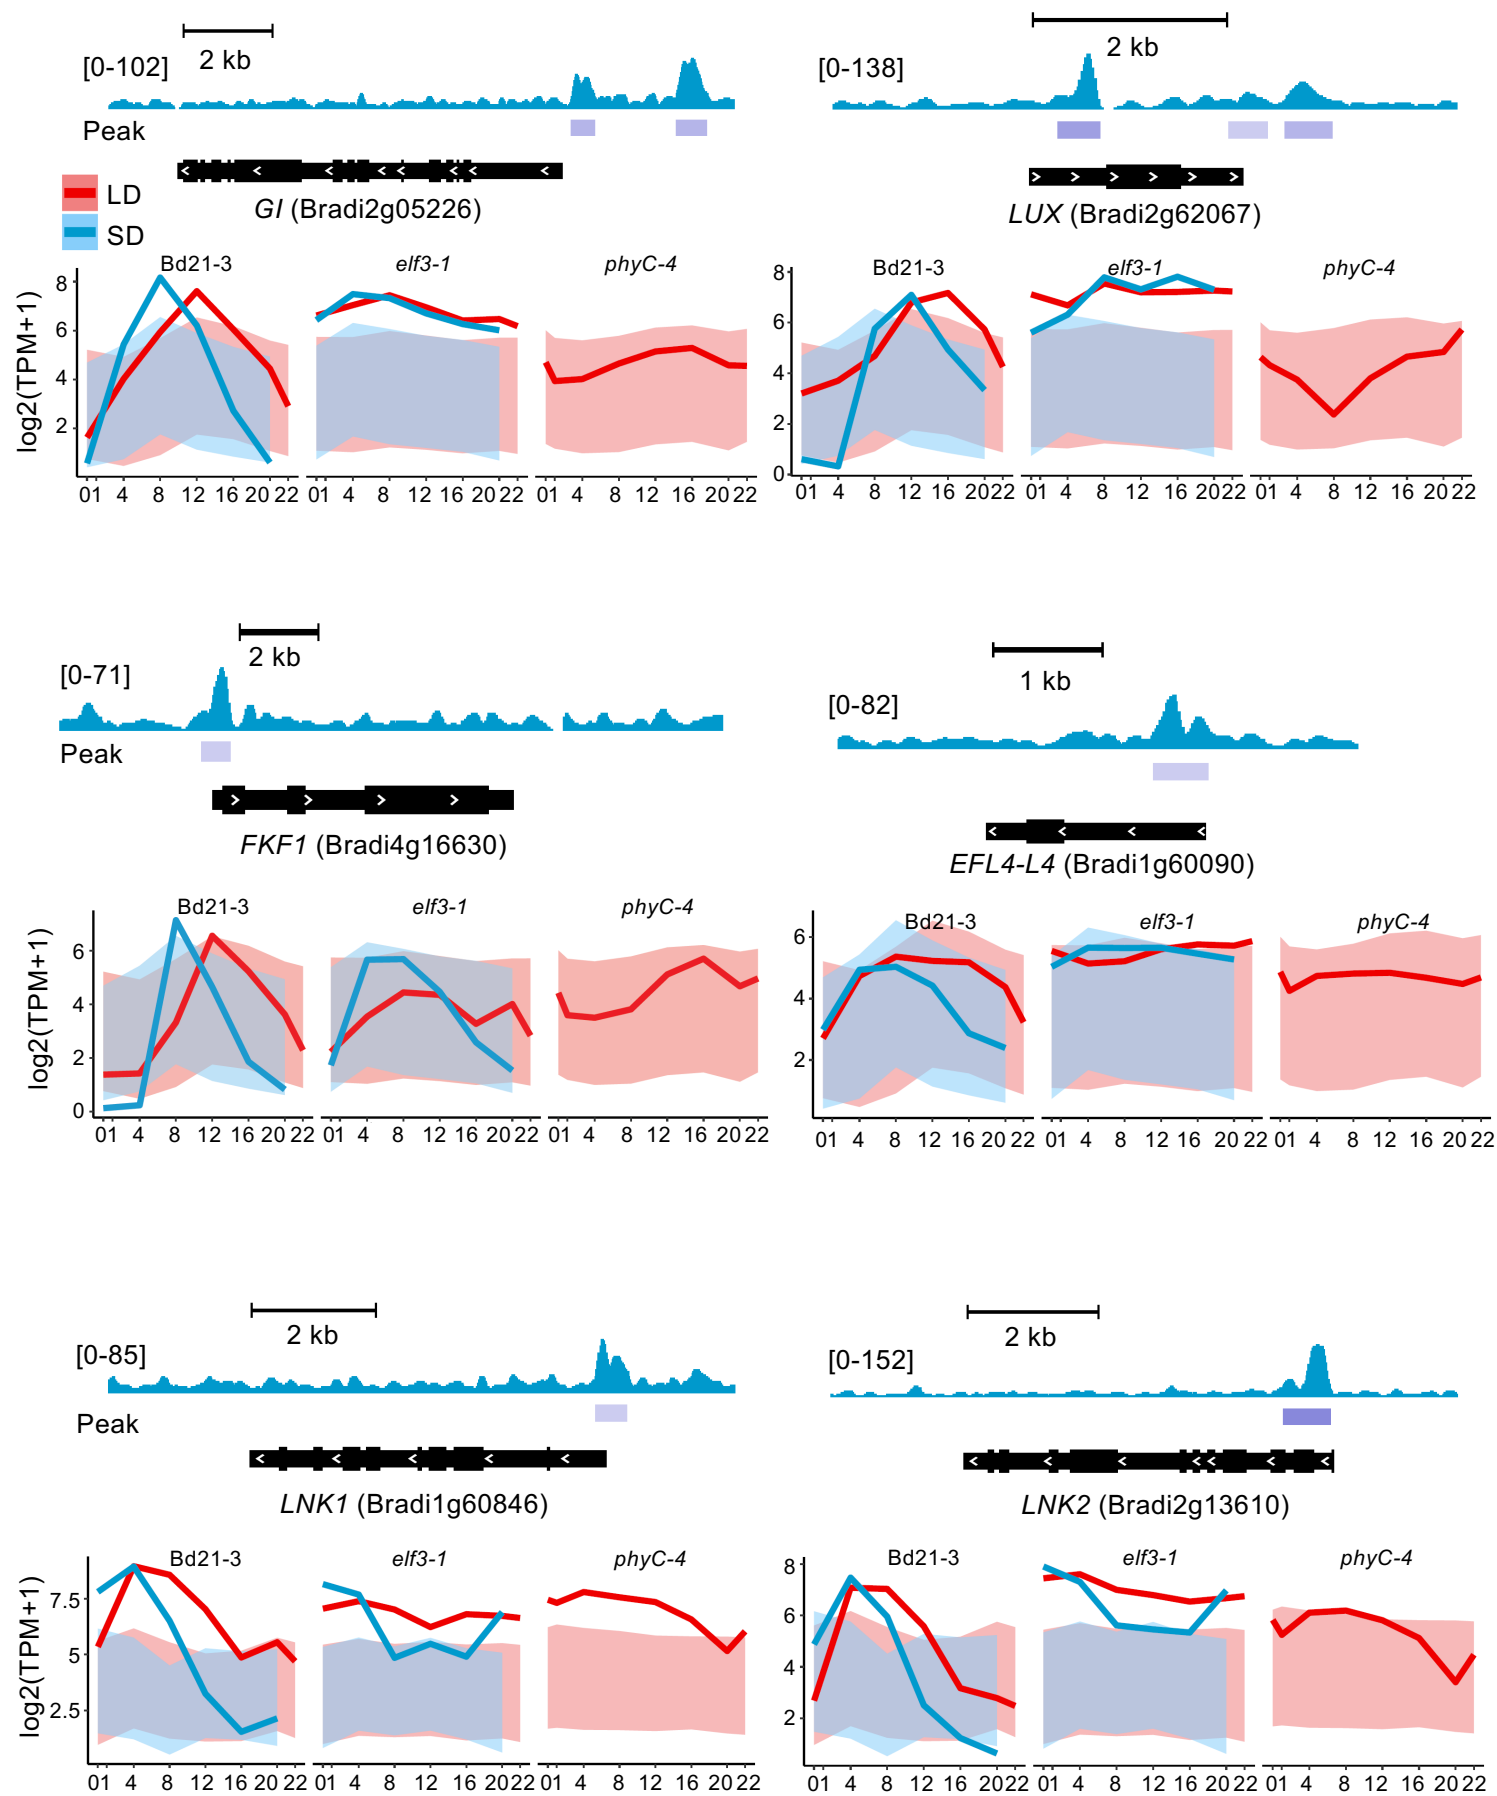

Fig. S3. Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots.

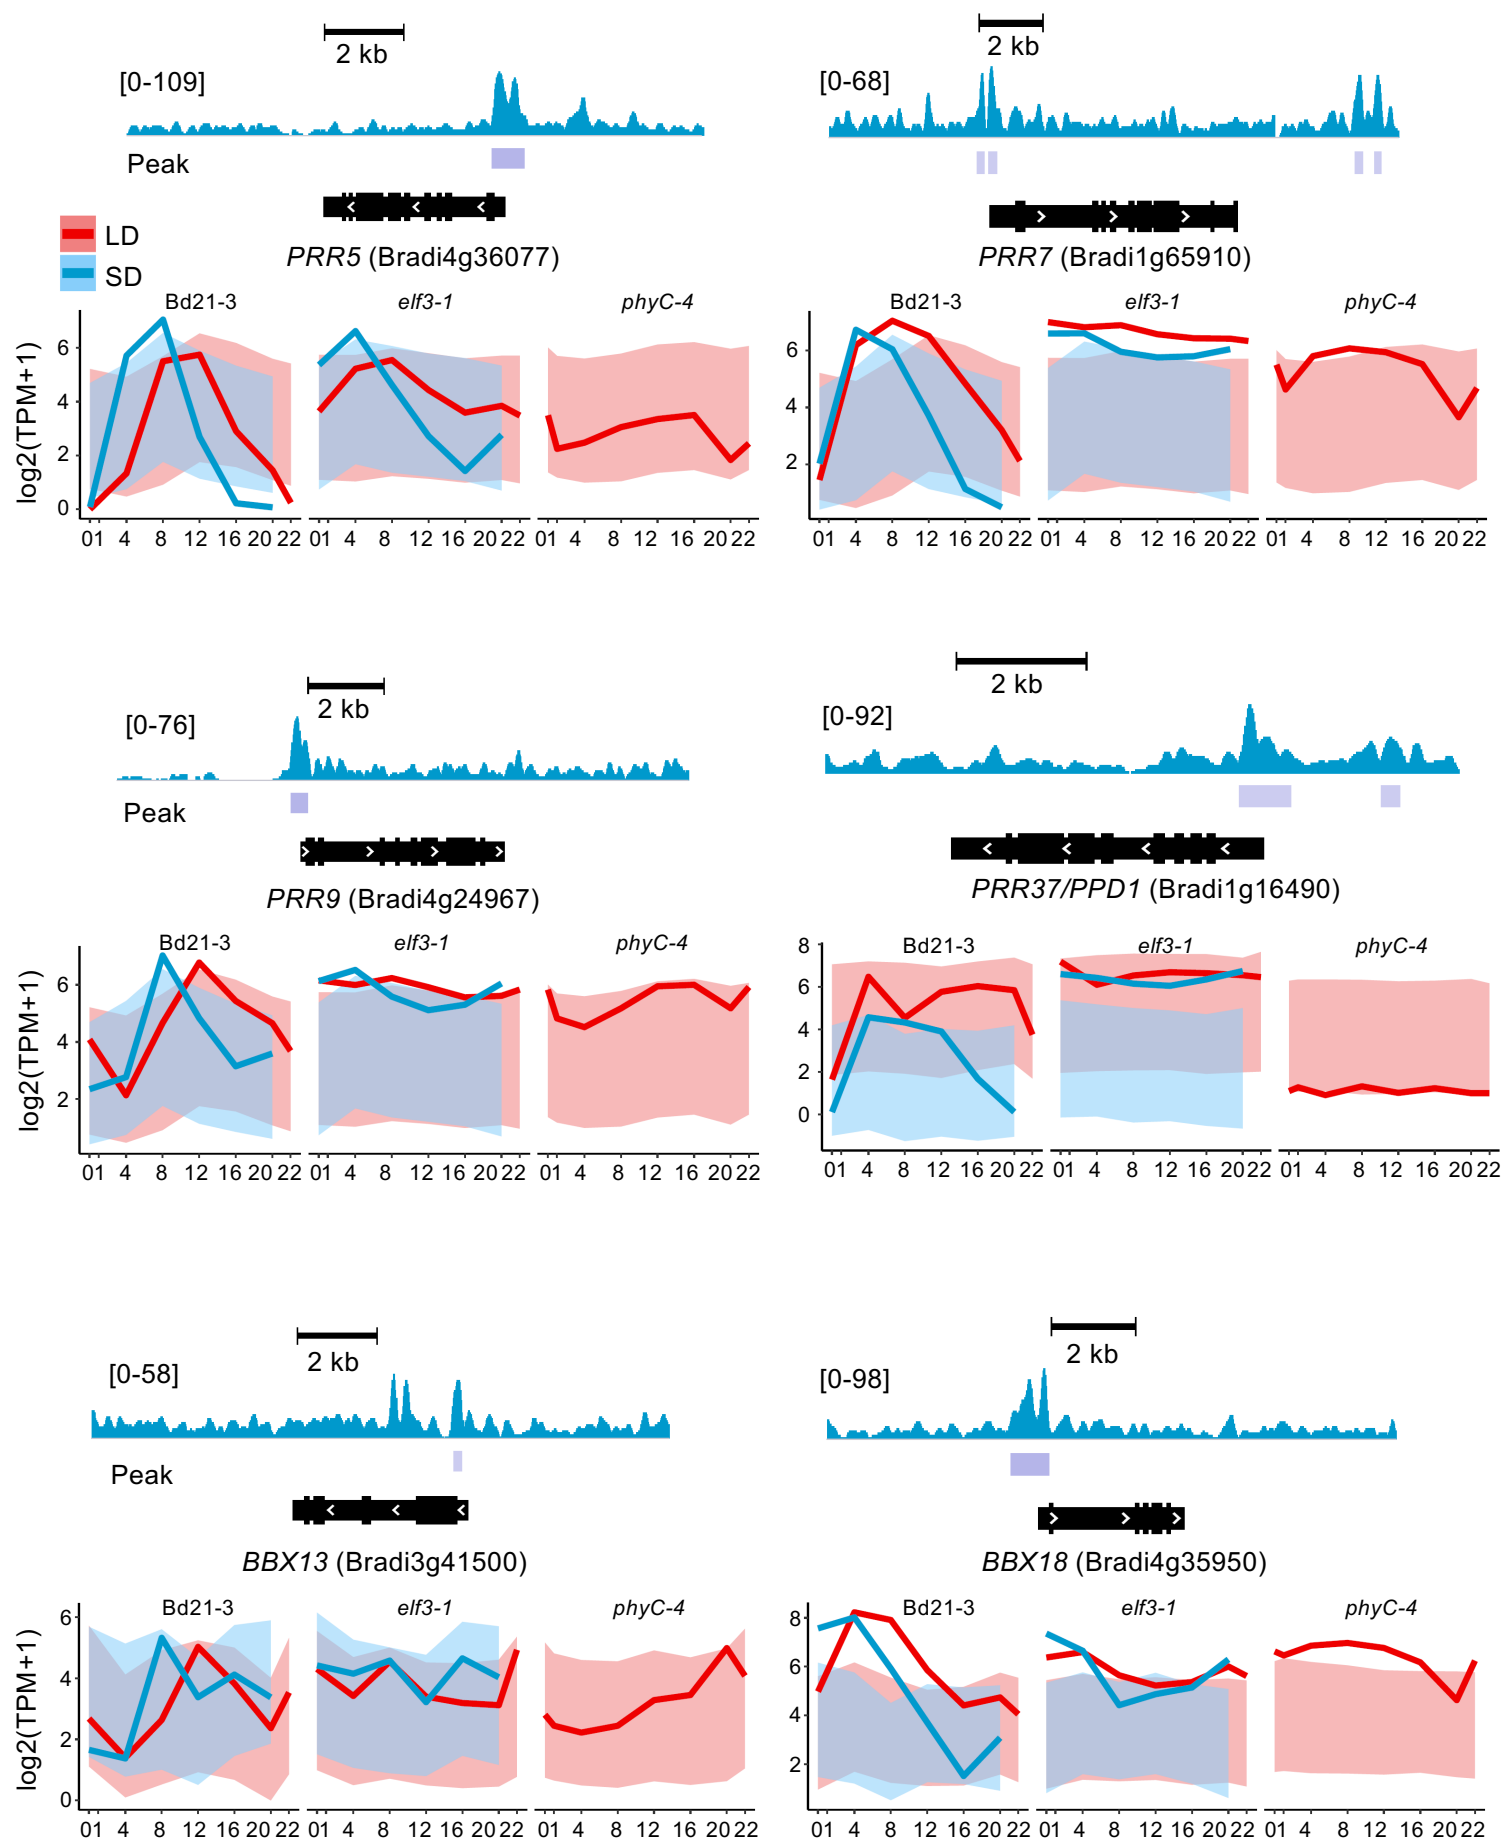

Fig. S4. Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots.

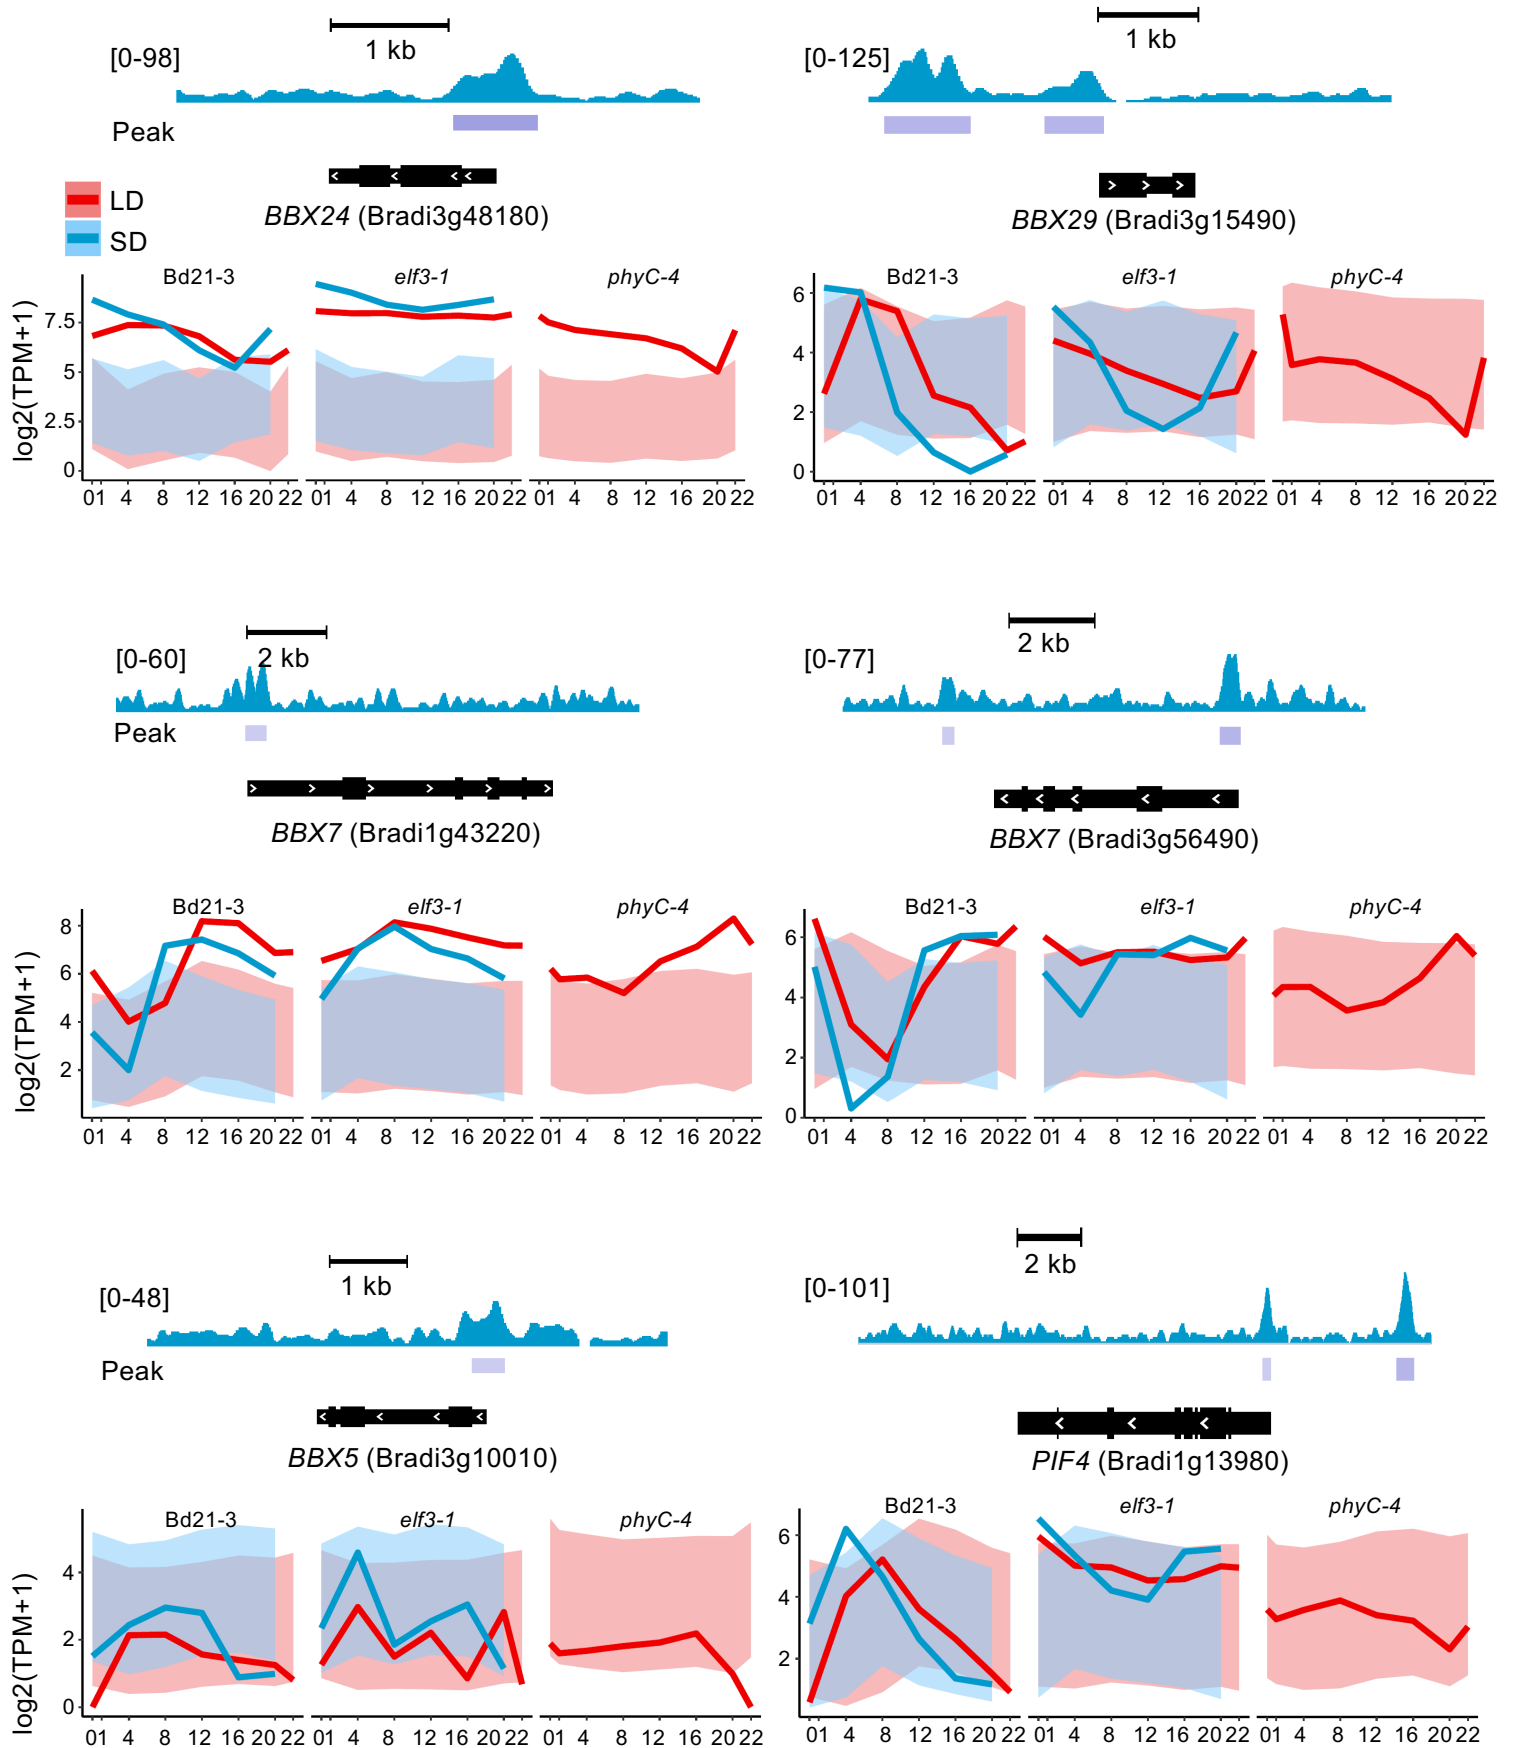

Fig. S5. Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots.

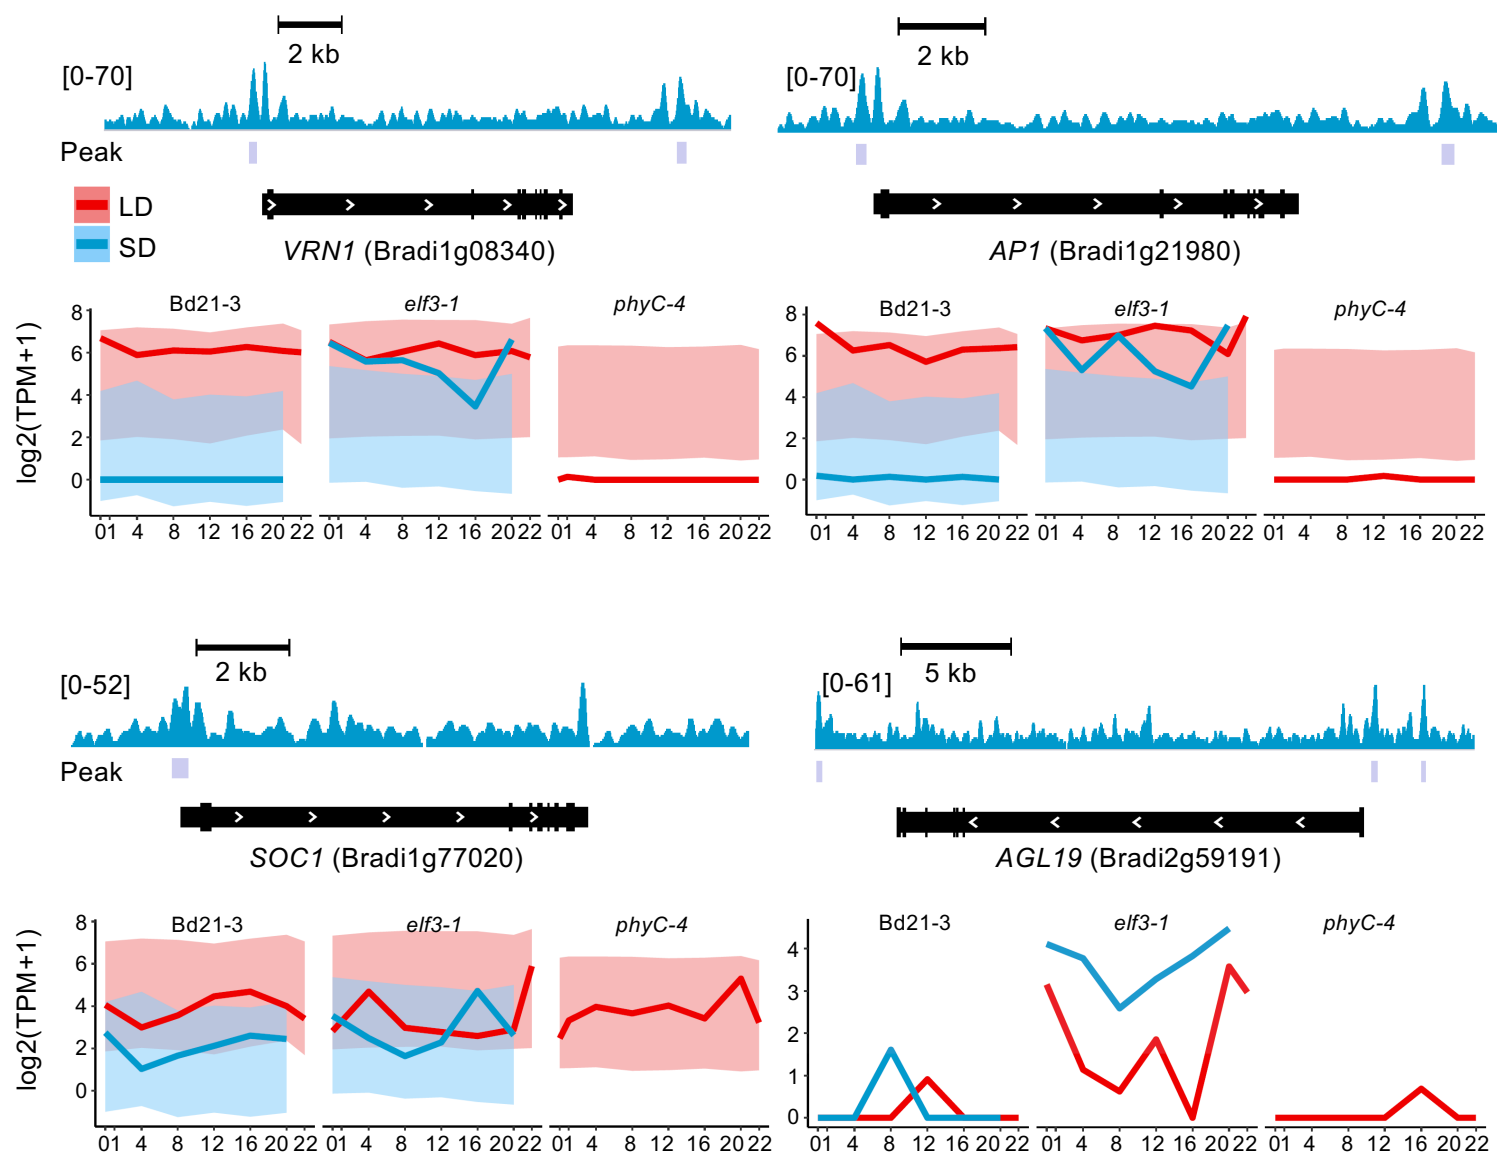

Fig. S6. Transcriptional and ELF3 bound pattern of representative genes. RPKM was used to show ChIP signal in IGV screenshots.

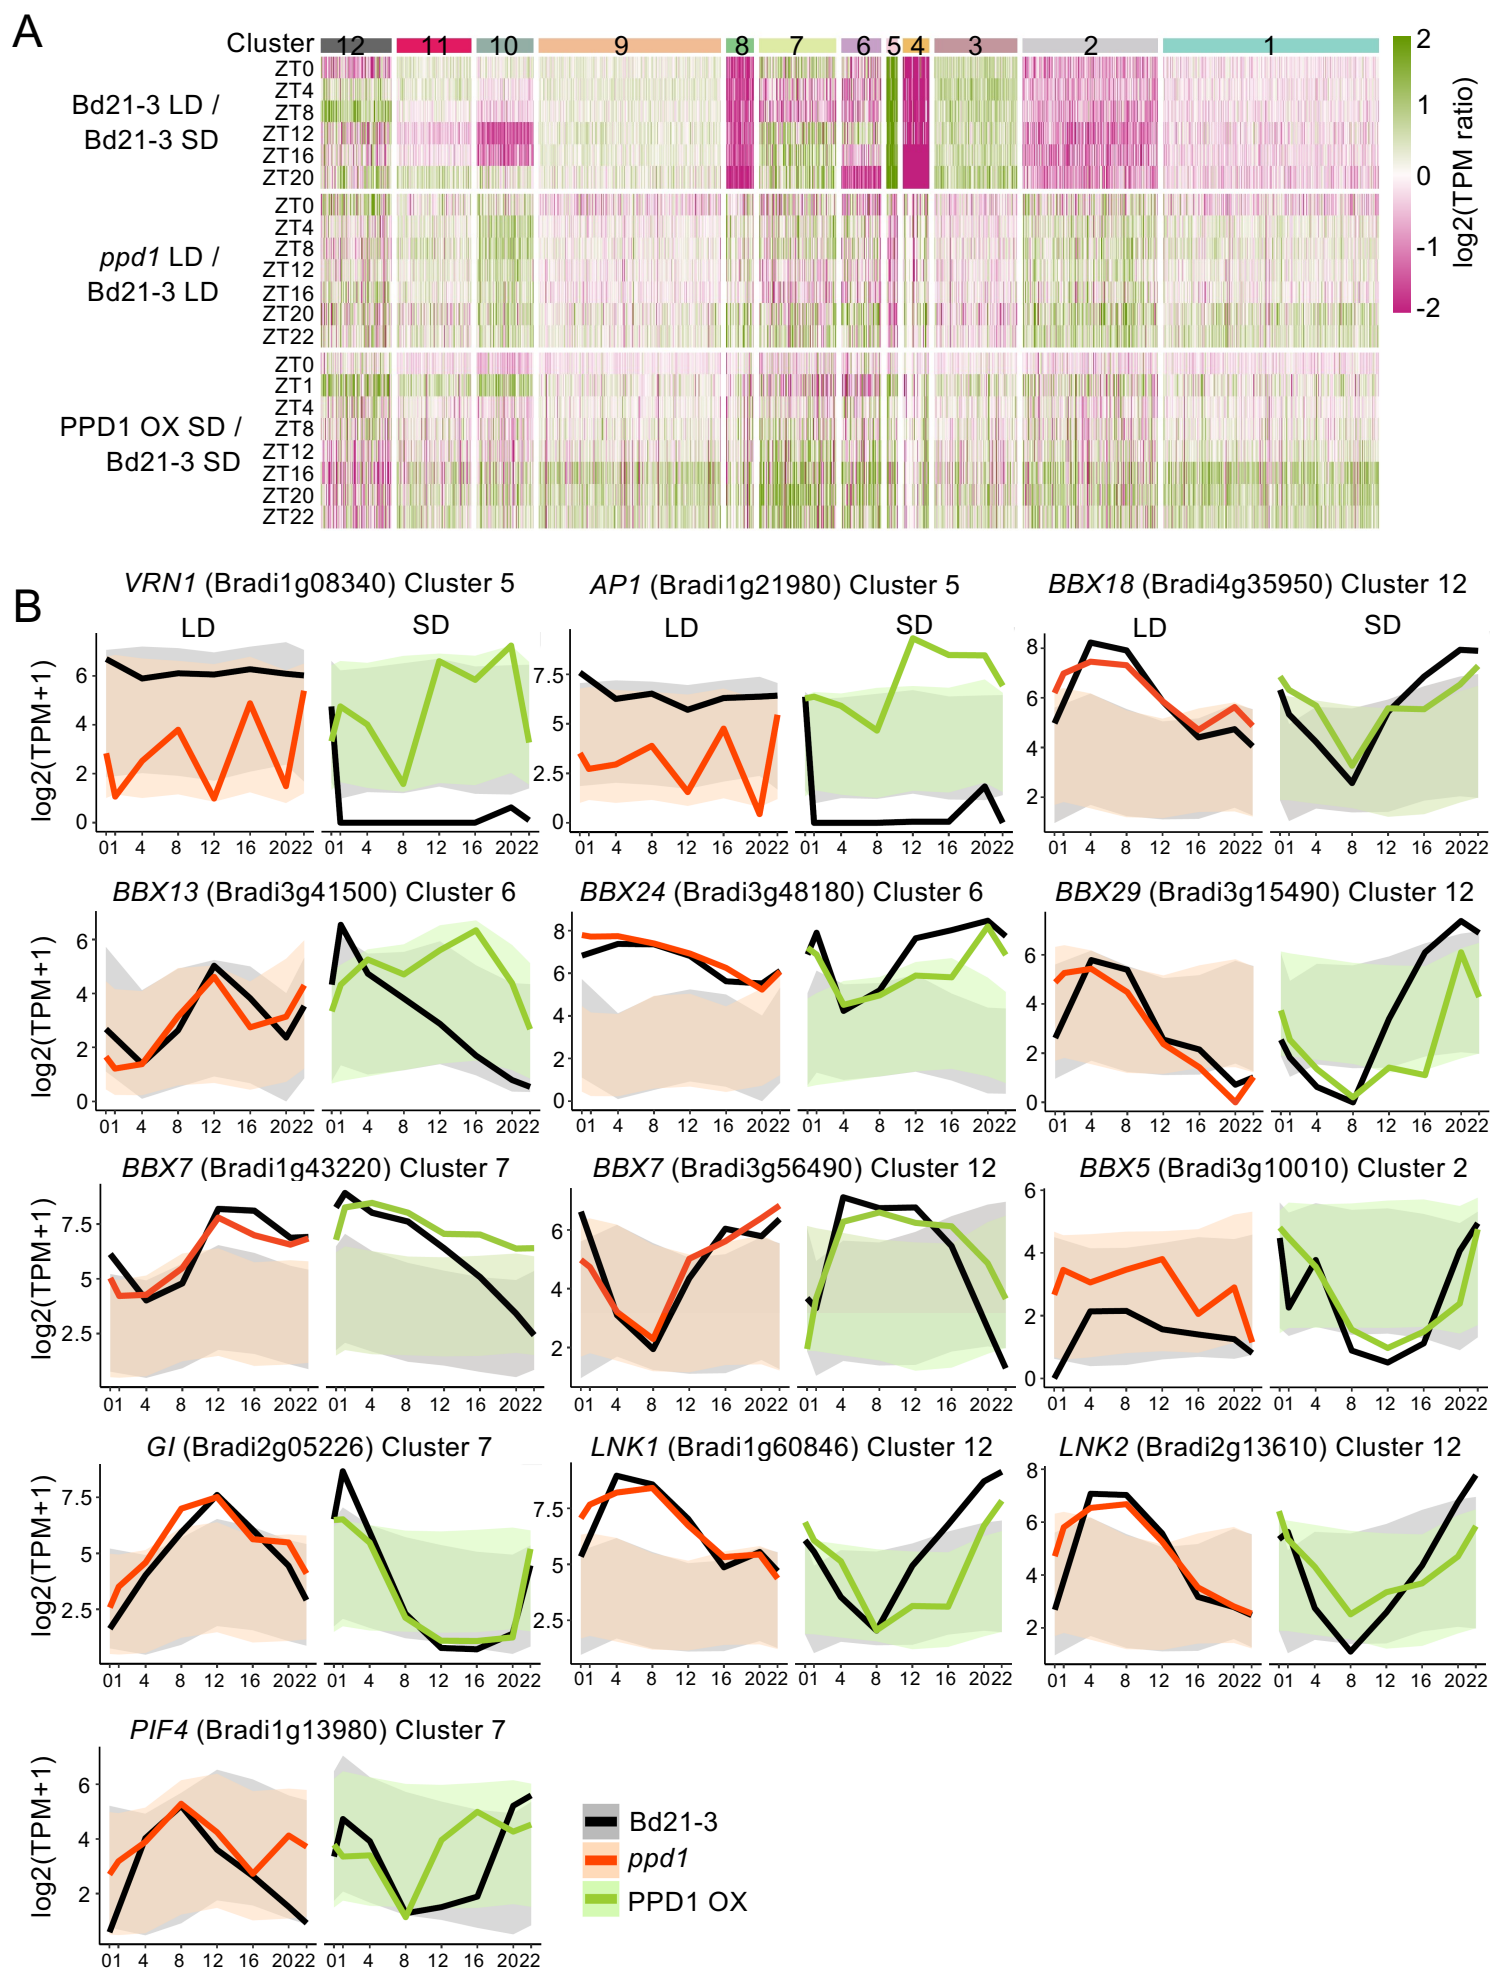

Fig. S7. *ppd1-1* transcriptome shows a similar behavior to *phyC-4*. A.

Transcripts were clustered according photoperiod response, same with fig. 2A. B. Transcriptional pattern of selected genes in Bd21-3, *ppd1* and PPD1 OX under SD and LD.

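In UBIpro:PPD1 in SD PPD1 was 1165 TPM against 32.0 TPM in wild type of 6 weeks (log2 fold change 6.34, standard error 0.73, adjusted p = 0.000354, limma), higher at 8 of 8 time points. FT1 rose from 0.0268 to 22.3 TPM (3.64, standard error 0.50, adjusted p = 0.000974), FT2 from 0.0913 to 19.2 TPM, AP1 from 0.336 to 212.7 TPM (6.80, standard error 0.43, adjusted p = 1.54e-05) and VRN1 from 0.0761 to 45.3 TPM, each at 8 of 8 time points. PRR7 fell from 69.2 to 16.0 TPM (-1.44, standard error 0.31, adjusted p = 0.0105), and PHYB from 45.2 to 25.6 TPM (-0.83, standard error 0.19, adjusted p = 0.0125). Among the largest changes was a rise of Bradi2g61050, matched to the iron-response gene bHLH39, from 41.1 to 1759 TPM (5.38, standard error 0.47). Another was a fall of Bradi1g28410, matched to the iron-sulfur protein gene NEET, from 120.5 to 1.94 TPM (-5.39). In all 930 of 18309 genes were higher and 525 lower. The median log2 fold change of all genes was 0.25, and with size factors in place of the TPM scale it was 0.01, and 543 genes were higher and 754 lower.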

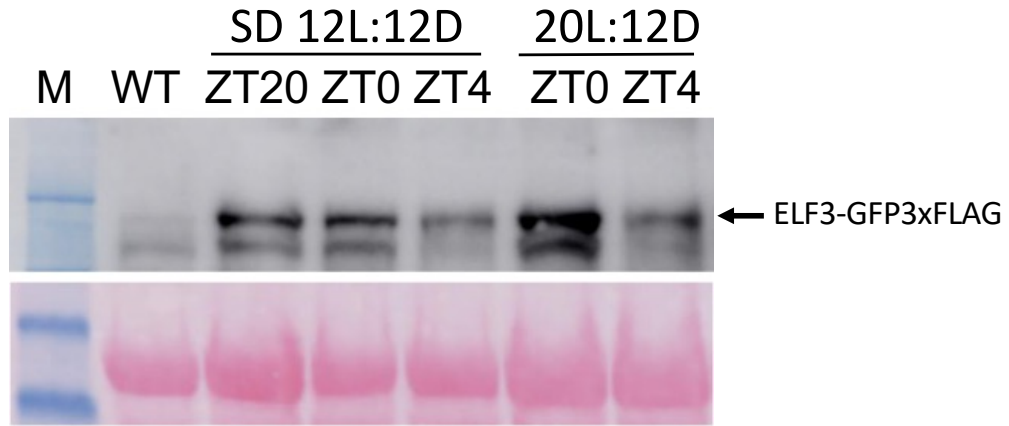

Fig. S8. ELF3 protein is degraded in response to light. Independently of photoperiod

Plants were grown under 12L:12D (SD) or 20L:12D condition as indicated and samples taken 12 DAG at the indicated time (ZT20, ZT0 and ZT4, with 3 plants used per sample). We used *wild type* plants (lane 2, ZT0) or plants overexpressing ELF3 (*pUBI:ELF3_GFP_FLAG*) (lane 3 to lane 7) and probed with an antibody raised in rabbit against ELF3 peptide (*Agrisera AS184168, lot# 1808*)

A

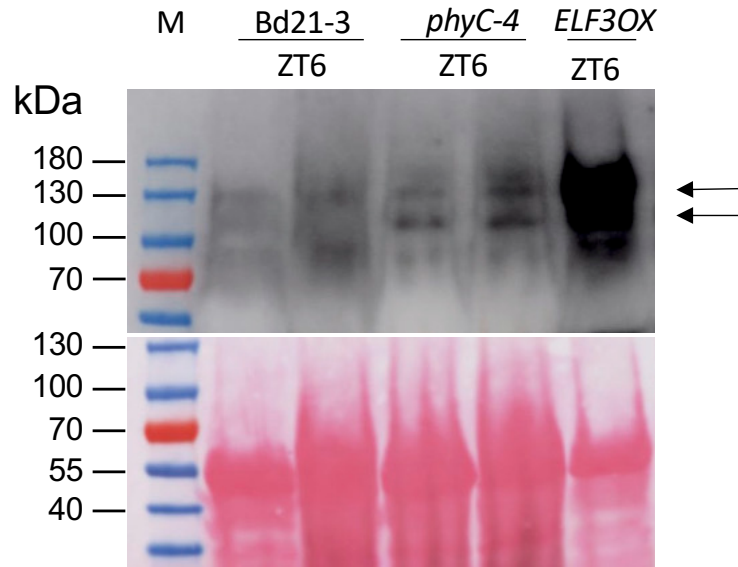

B

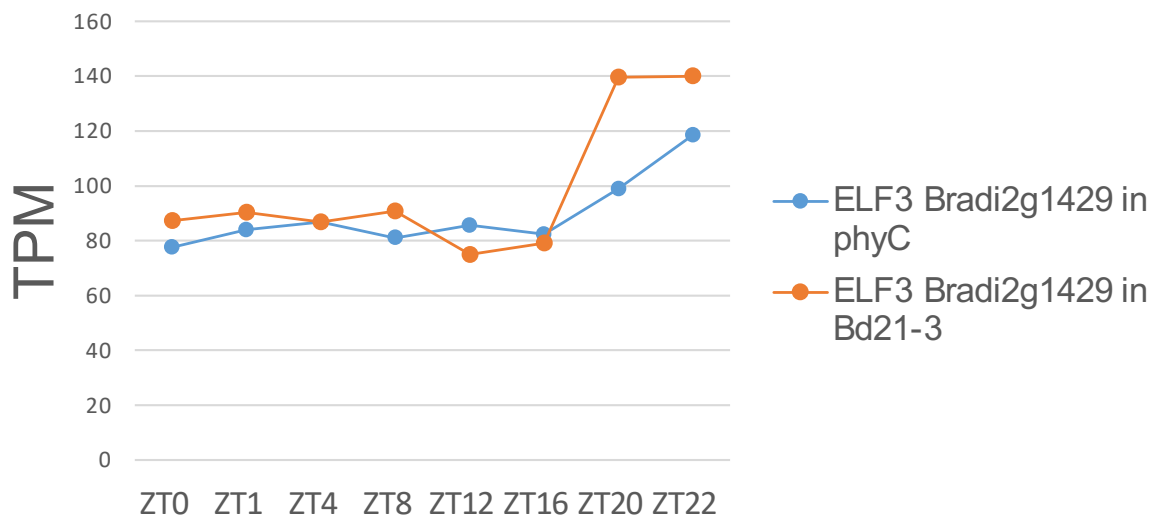

Fig. S9. ELF3 protein is stabilized in *phyC-4*

A. Plants were grown under 20L:12D condition samples taken 12 DAG at the indicated time (ZT6, with 3 plants used per sample). We used Bd21-3 (lane 2, 3), *phyC-4* (lane 4, 5) or plants overexpressing ELF3 (*pUBI:ELF3_GFP_FLAG*) (lane 5) and probed with an antibody raised in rabbit against ELF3 peptide (*Agrisera*). ELF3 accumulates in *phyC-4* background at the end of the long day, but can not be detected in Bd21-3 background. ELF3 was detected using custom anti-ELF3 (*Agrisera*, AS184168, lot# 1808). **B.** Transcript level of ELF3 in *phyC* background are unchanged, indicating that *phyC* controls ELF3 in the protein level.

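In LD the ELF3 transcript had a mean of 89.3 TPM in phyC-4 and 98.6 TPM in wild type of 4 weeks (log2 fold change -0.12, standard error 0.091, adjusted p = 0.517, limma), lower at 6 of 8 time points, and ranged from 77.6 to 118.5 TPM in phyC-4 and from 75.0 to 140.0 TPM in wild type. In a separate series with 3 time points, for which the allele of phyC is not given, the means were 110.3 CPM in phyC and 118.3 CPM in wild type. LUX, the partner of ELF3 in the evening complex, had a mean of 22.0 TPM in phyC-4 and 52.5 TPM in wild type without passing the test over the day, and ELF4 had 16.9 against 21.3 TPM (log2 fold change -0.32, standard error 0.12, adjusted p = 0.14).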

A

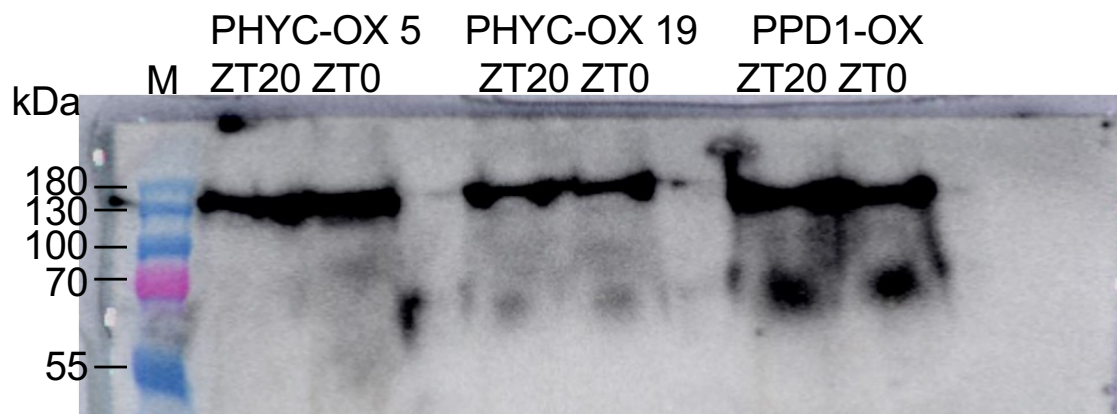

B

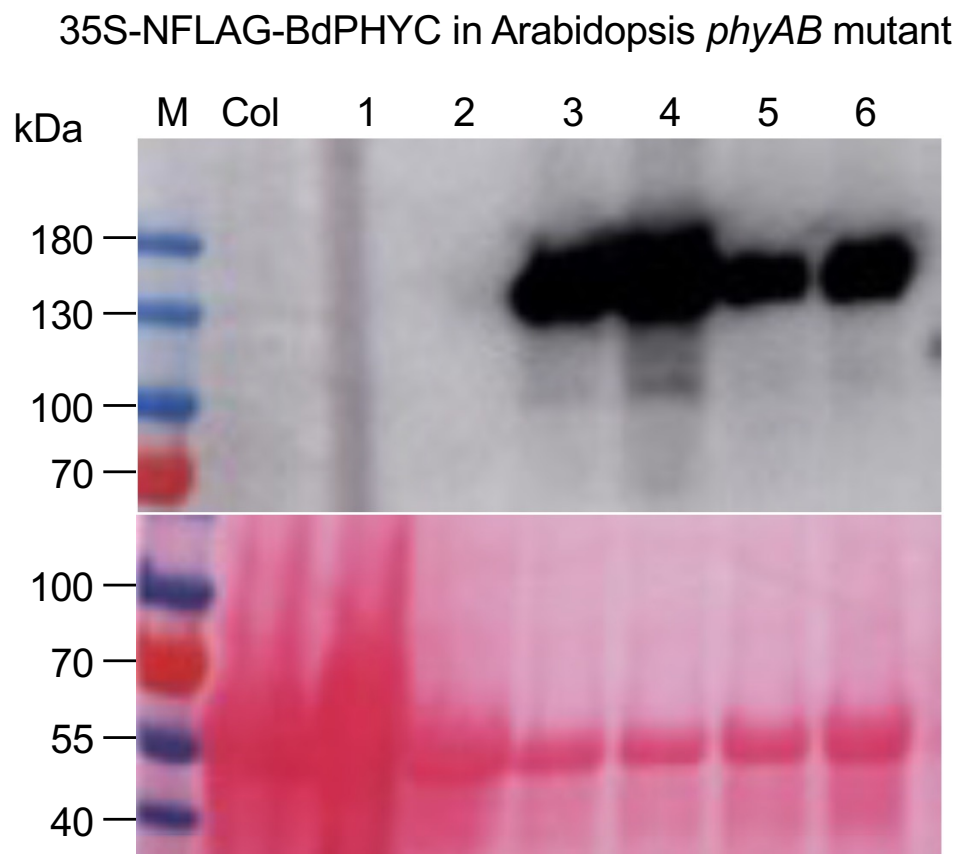

Fig. S10 A. Western blot for 2 independent lines overexpressing pUBI:phyC-GFP-Flag in Brachypodium wild type background. B. Western blot for 6 independent lines overexpressing 35S-NFLAG-BdPHYC in Arabidopsis *phyAB* background. Western blot was probed with an antibody against Flag epitope (M2, Sigma). Plants were grown under 20L:4D (LD) condition and samples taken 12 DAG at the indicated time (ZT20, ZT0 with 3 plants used per sample).

How the deposited data were processed for this re-analysis (not part of the article)

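The transcriptome of Brachypodium distachyon (wild type Bd21-3) was measured by RNA-seq over the day in LD (20 h of light) and SD (12 h of light), with 1 library per genotype, photoperiod and time point in each sequencing run, apart from the series labelled by day. The name Bd21-3 is the paper's, while the labels of the wild-type libraries give Bd21. Of 149 libraries, 136 were assigned to a condition from their labels and 121 were used. They are elf3-1 with wild type in SD (3 weeks, 6 time points) and in LD (3 weeks, 7 time points), phyC-4 (8 time points) and se5 (7 time points, labelled 3 weeks) with wild type of 4 weeks in LD, ppd1-1 with wild type of 3 weeks in LD (8 time points), UBIpro:PPD1 with wild type of 6 weeks in SD (8 time points), UBIpro:ELF3 and pif2 with wild type of 4 weeks in LD (4 time points), wild type of 2 weeks in LD and in SD (8 time points each), a phyC series with 3 time points, and a wild-type series labelled by day. The alleles of se5, of pif2 and of the short phyC series and the age of pif2 are not given in the labels or in the paper's text and tables. A further run of 28 libraries was not used, because its TPM columns sum to between 698874.5 and 6910618.6, its number of genes and loci differs from library to library (22788 to 50433) and 4 of its files hold a torn line. Libraries that were not assigned to a condition are not reported here. ChIP-seq data were not used here.

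The count values of 52 libraries were made by the authors, according to their processing notes, by trimming reads with Trimmomatic, aligning them with TopHat, removing duplicates with Picard and counting read pairs per gene with HTSeq; they are raw counts, without normalization. The TPM values of 69 libraries were made by the authors, according to the paper's methods, with Trimmomatic 0.32, HISAT2 2.0.5, Picard 1.103 and StringTie 1.3.3b on the annotation of version 3.1, and are scaled within each library to a common sum. The FPKM values of the same libraries were made by the authors with the same programs, per kilobase and per aligned fragments, as named in the file headers. The coverage values were made by the authors with the same programs as the mean read depth per base of a gene, also as named in the file headers, and are not scaled for library size. Each file holds 34310 genes.

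Counts were tested with edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr, a quasi-likelihood fit with genotype or photoperiod and the time point as a block. For the TPM libraries, where the plan had assumed counts, log2(TPM + 1) was tested with limma 3.58.1 (variance trended with the mean) in the same design, over genes above 3 TPM in any library of the comparison. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change over 1 either way; a single gene named in the text was called at the adjusted p alone. With 1 library per time point the residual variance is that of the genotype difference over the day. The elf3-1 effect in LD was set against that in SD in 1 limma fit of log2(value + 1) over 6 shared time points. Rhythms were tested by a cosine and a sine with a period of 24 h per group, and their difference between groups by an F test. The ELF3-bound list of the paper (671 genes) was tested with limma camera. CPM at single time points were scaled over the libraries of a run, and the means of a comparison over the libraries it compares. Fold changes of comparisons that share no library were compared by Spearman correlation, though some alternatives do share control libraries. Genes at 0 in a group were given a lower bound with a floor of 3 reads over the group, and ratios with 1 to 3 reads carry a 95% counting interval.

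Comparisons, thresholds, gene lists, and all alternatives except a pair were set before the data were examined; the pair is a pseudocount of 0.5 on TPM, and elf3-1 in SD without the genes at 0 in a genotype. The genes named are those the paper names with an ID, whose values in the paper's tables had been seen, and per comparison the 10 genes up and the 10 down with the largest change among those called, with a mean of at least 5 CPM or TPM and the same direction at every time point. Names follow the paper's tables, and Bradi2g49795 and the genes at 0 in a genotype were chosen after their values were seen. The alternatives changed the scaling, the filter, the test, the block, the pseudocount, the control series and the time points included, leaving out each in turn. For each test the labels of the groups were swapped within time points, in all splits where these are 8 or 32 and in 60 drawn with a fixed seed otherwise.

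The counted libraries held 650729 to 24854418 reads in genes (median 8329912.5), with 5.41 to 23.38% of reads outside genes and 3.015 to 7.365% ambiguous. The StringTie libraries held 772.5 to 3886.7 megabases in genes (median 1454.2), derived from the ratio of coverage to FPKM. By group the median depth was 12878282 reads for elf3-1 and 10104594.5 for wild type in SD, 6247714.5 for UBIpro:ELF3 and 10061146.5 for its wild type, 10749486 for pif2, and 7683336 and 8196764.5 for wild type of 2 weeks in LD and SD. It was 982.7 megabases for elf3-1 and 1223.5 for wild type in LD, 1122.4 for ppd1-1 and 1199.5 for its wild type, 1687 for phyC-4, 1460.3 for se5 and 1890 for their wild type, and 2380.65 for UBIpro:PPD1 and 3259.6 for its wild type. On simulated data with these designs, changes of 1.5 on the log2 scale were recovered for 88.1% of genes in elf3-1 in SD, 62.7% in UBIpro:ELF3, 89.6% in phyC-4 and 92.5% in ppd1-1, with at most 16 false calls among 18873 unchanged genes. Simulated changes of rhythm were recovered for 39.5% of genes in elf3-1 in SD and 68% in LD.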

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

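The tests of mislabelled or repeated hours and of depth behind the smaller variation in phyC-4 were chosen after that result was seen, and the other tests in this part before.

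The effect of elf3-1 differed between LD and SD on FT1 (difference of the log2 effects -5.48), VRN1 (-5.45), AP1 (-5.66) and FUL2 (-4.35), as tested by the interaction of genotype and photoperiod in limma over 6 time points. Each of these flowering genes was induced in elf3-1 in SD, where wild type holds almost no transcript. In LD, where wild type expresses them already, only FUL2 was called. Over all 16272 tested genes the effect differed for 78. For that count chance cannot be excluded, since 2 of 32 splits of the libraries gave as many or more, and the highest other split gave 252, which points to a structure of the samples that was not tested. Without the low-value filter 183 genes differed.

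Among 17 groups of libraries tested for a sample far from the rest, where chance gives about 1 in 20, the UBIpro:ELF3 library at ZT20 stood apart with 650729 reads in genes, and the next lowest of its 4 libraries had 5997352. Without ZT20 133 genes were higher and 91 lower in UBIpro:ELF3.

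The paper does not report on se5, pif2 or the wild-type series labelled by day. In se5 in LD 560 of 17251 genes were higher than in wild type and 1025 lower. FT1 fell from 618.9 to 0.240 TPM (log2 fold change of TPM + 1 of -8.99, standard error 0.15, adjusted p = 1.87e-09, limma), lower at 7 of 7 time points like VRN1 (log2 fold change -6.91), AP1 (-7.86) and FUL2 (-7.69). PPD1 had a log2 fold change of -3.02 (standard error 0.22, adjusted p = 5.75e-05). The name is that of the rice gene for a heme oxygenase that makes the phytochrome chromophore, but the gene altered in this line is not given, and the plants are labelled a week younger than their wild type. With size factors in place of the TPM scale the median log2 fold change of all genes went from -0.13 to -0.01, with 697 genes higher and 792 lower, and with the wild type of the ppd1-1 series, of the same age, as control 487 genes were higher and 306 lower.

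In pif2 in LD 694 of 19722 genes were higher and 491 lower than in wild type of 4 weeks (edgeR). The age of pif2 is not given, and by their clock genes its wild-type libraries at ZT12 and ZT20 matched ZT8 and ZT16, so that age and unlike hours stay open. FT1 fell from 472 to 269 CPM (log2 fold change -0.83, standard error 0.15, adjusted p = 0.0192), and VRN1 (-0.87, adjusted p = 0.0222), FT2 (-0.72, adjusted p = 0.0418) and PIF4 (-0.85, adjusted p = 0.0426) fell as well, each at 4 of 4 time points. The calls of FT1 and VRN1 ended without ZT4 or ZT20, that of FT2 without ZT0, ZT4 or ZT20, and that of PIF4 without ZT0, ZT4 or ZT12. Without ZT4 214 genes were higher and 133 lower, and without ZT20 285 and 224. In the day series, wild type sampled at ZT4 from day 0 to day 10, FT1 went from 22.4 CPM on day 0 to 370.3 CPM on day 10, AP1 from 1.89 to 233.1 CPM, VRN1 from 4.67 to 82.7 CPM and FT2 from 1.34 to 85.5 CPM. The labels give LD for this series, and what the days are counted from is not given.

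Clock-controlled genes of the UBIpro:PPD1 SD series and of its wild type peaked hours earlier by their labels than in the other SD series. Over 2807 genes rhythmic in wild type of this series and of the 2-week SD series the median displacement was -7.04 h, and -8 h in UBIpro:PPD1. A few exchanged libraries are argued against, since 8 of 8 wild-type libraries matched best a library of the 2-week series over 2 h away. The spread between the quartiles of the displacements was 2.23 h, consistent with time labels or a light schedule displaced for the run as a whole. Plant age cannot be told apart from the run, because no other series is of 6 weeks, and the 3-week SD series lay 0.0925 h from the 2-week one.

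In SD 202 genes had reads in every elf3-1 library and in no wild-type library, and 69 the reverse. A difference in depth is argued against, as the former had a median of 23.2 counts per library. A variant carried by the elf3-1 line cannot be told apart from an effect of ELF3: in LD 103 of the 202 were again in every elf3-1 and in no wild-type library, and 74.8% had reads in at least 4 of 7 elf3-1 but fewer than 4 of 7 wild-type libraries, under the 80% set for a line variant, while among all 271 genes of both kinds 83 neighbouring pairs lay within 100 kb of each other against at most 45 in 1000 random draws. Loss of ELF3 repression stays open as well. Reads in at least 4 of 8 wild-type LD libraries of 2 weeks were found for 1.49% of the 202, below the bound set against it. That bound holds only if ELF3 is not active in wild type in LD. The ELF3 transcript was present in these libraries (94.14 to 168.8 CPM), and ELF3 activity was not measured. Of the 202 genes, 7 were on the ELF3-bound list.

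Genes rhythmic in wild type varied less between the phyC-4 libraries. Over 484 genes the median ratio of the standard deviations was 0.606 to the wild type of the same run (upper quartile 0.815). This is short of the bound of under 0.6 set against mislabelled hours, which by that bound cannot be told apart. A mere exchange of hours leaves the spread as it is, so the ratio argues against an exchange alone, while hours other than those of the labels stay open. The ratio was 0.578 at ZT0, 1, 4 and 8 alone, a test added later that argues against repeated hours at the other time points. Lower depth is argued against, since the ratio was 0.564 to the wild type of the ppd1-1 series, whose libraries were shallower (median 1199.5 megabases against 1687 in phyC-4), where the wild type of the phyC-4 series had 0.938. Loss of phytochrome signalling may underlie it but cannot be told apart from other causes. The ratio was 0.644 for phyC in the separate series with 3 time points. The allele of that series is not given, and its ZT0 libraries carry ZT20 in their names, where the labels were used. For se5, whose altered gene is not given and whose plants are labelled a week younger than wild type, the ratio was 0.659. A low ratio was not particular to these lines, as it was 0.382 in elf3-1 in LD, while ppd1-1 had 0.892.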

How the results depend on the processing

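The tests with a pseudocount of 0.5 on TPM, and of elf3-1 in SD without the genes at 0 in a genotype, were chosen after the results were seen. Of the counts, medians and correlations reported, 147 values under alternatives and 172 without a time point stayed on their side of the threshold or, for a count, within 1.5 times the reported one. Some of these, all short of the threshold, changed sign (reported value in parentheses). The median of the ELF3-bound list in the LD response (0.138) was -0.0494 without the time point block and -0.311 with LD wild type of 3 and SD wild type of 6 weeks. In UBIpro:PPD1 (0.122) it was -0.114 with size factors. In phyC-4 (-0.004) it was 0.528 with the wild type of the elf3-1 series, 0.284 without ZT12, 16, 20 and 22, and 0.0165 to 0.0739 without each of these alone. ELF3 in the LD response (0.299) was -0.479 with LD wild type of 3 and SD wild type of 6 weeks and -0.237 with SD wild type of 3 weeks. The results that did move follow. Their cause was not tested, except where fewer libraries or more genes entered by construction.

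Without the time point block 1014 genes were higher in LD (1553), 685 higher and 311 lower in elf3-1 in SD (1077 and 511), 31 and 33 in ppd1-1 (54 and 55), and 160 and 105 in pif2 (694 and 491). Without the low-value filter 534 genes were lower in UBIpro:ELF3 (320), 183 genes had an elf3-1 effect that differed between photoperiods (78), and in LD 30 genes were rhythmic in elf3-1 (86), 109 had a changed rhythm there (262), and 11 were rhythmic in phyC-4 (1) with 0 changed (2). With DESeq2's size factors 543 genes were higher in UBIpro:PPD1 (930), 167 were rhythmic in elf3-1 in LD, and 2 in phyC-4 with 0 changed, where limma gave 2157 at an unadjusted p under 0.05 on the TPM scale. DESeq2's Wald test called 757 genes higher and 481 lower in UBIpro:ELF3 (493 and 320).

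Wild type of the ppd1-1 series in LD against that of 6 weeks in SD gave 166 genes higher and 495 lower (1553 and 761), over unlike hours, as clock genes of the 6-week series are displaced by its labels. With the wild type of the elf3-1 LD series as control phyC-4 had 1988 higher and 330 lower (331 and 200) and ppd1-1 463 and 233 (54 and 55). With that of the ppd1-1 series se5 had 487 higher and 306 lower (560 and 1025). Without ZT12, 16, 20 and 22 phyC-4 had 133 lower (200). With a pseudocount of 0.5 the rule for genes higher in elf3-1 passed 1274 and 1648 genes between the wild types of the elf3-1 and ppd1-1 series in LD, and 1190 for the SD wild type of 2 over that of 3 weeks.

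The correlation of the LD response with elf3-1 in SD (0.283) was 0.137 with LD wild type of 3 and SD wild type of 6 weeks, and 0.108 with SD wild type of 3 weeks, which is then the control on both sides, a fall although a shared control raises the value. With the first exchange it was -0.0374 for elf3-1 in LD, 0.155 for UBIpro:ELF3, -0.141 for ppd1-1 and 0.0951 for UBIpro:PPD1; the values for ppd1-1 and UBIpro:PPD1 share control libraries with the LD response, which alone moves them in this direction, and say nothing on stability. It was 0.168 for UBIpro:ELF3 with the second, and -0.0378 over genes with a mean of at least 5. With the wild type of the elf3-1 series as control it was -0.294 for phyC-4 (-0.0957) and -0.136 for ppd1-1, and phyC-4 against UBIpro:ELF3 gave 0.143 (0.384).

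Leaving out each time point in turn gave 1242 to 1663 genes higher and 623 to 875 lower in LD, 896 to 1012 and 420 to 489 in elf3-1 in SD, 592 to 640 and 291 to 328 in elf3-1 in LD, 274 to 329 and 165 to 197 in phyC-4, 755 to 1044 and 439 to 626 in UBIpro:PPD1, and 508 to 616 and 840 to 1270 in se5. UBIpro:ELF3 had 133 to 594 and 91 to 489, with 489 lower without ZT0, 174 and 125 without ZT4, 183 lower without ZT12, and 133 and 91 without ZT20. ppd1-1 had 29 to 66 and 23 to 87, with 32 lower without ZT4, 34 and 23 without ZT8, 29 and 29 without ZT12, 34 lower without ZT20 and 87 lower without ZT22. pif2 had 214 to 767 and 133 to 551, with 214 and 133 without ZT4 and 285 and 224 without ZT20. The elf3-1 effect differed between photoperiods for 37 to 45 genes, 43 without ZT0 or ZT8, 45 without ZT4 or ZT16, 39 without ZT12 and 37 without ZT20. The rule for genes higher in elf3-1 passed 1436 to 2252 genes, 1436 without ZT4 and 1594 without ZT8.

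Of 87 called results for single genes 29 lost the call without a time point, 27 under another alternative and 5 reversed in sign, and of 276 that were not called 61 gained a call; the sign was not compared for genes called in neither. The reversed ones were, in the LD response, TIC (-0.346 with LD wild type of 3 and SD wild type of 6 weeks, -0.0829 with SD wild type of 3 weeks), TPL-1 (-0.383 and -0.382), Bradi1g05950 (-0.236 and -0.106), and BBX5 (-1.18 with the former), and in phyC-4, with the wild type of the elf3-1 series, PHYB (0.376). Bradi4g07110 (-0.528 in the LD response with SD wild type of 3 weeks) and Bradi3g03317 (0.718 in phyC-4 with the wild type of the elf3-1 series) were not called but passed there with the other sign.

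Not run were the LD wild type of the elf3-1 series against its SD wild type (TPM against counts), DESeq2 on TPM, the rule on TPM for the SD series, since no exon lengths were at hand, and the interaction on StringTie libraries alone, which needs the damaged run. Pairing by plant was not possible because the labels give no pairs of plants, and libraries were paired by time point through the block. Depth limits the genes near the floor. In the UBIpro:ELF3 comparison, with fewer reads and 4 time points, simulated changes of 1.5 were recovered for 62.7% of genes against 88.1% with 6 time points in elf3-1 in SD, and the parts of depth and time points were not separated.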

Differences from the paper's values

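In Dataset S5, the values the paper gives for wild type at ZT0 in SD at 6 weeks differ from the TPM of the library with that label. The paper's values are 68.59 for FKF1 (here 5.982), 0 for AGL19 (0.2759), 25.88 for VRN1 (0), 81.61 for AP1 (0.04703), 1110.69 for PPD1 (38.19), 16 for PRR5 (262.5), 24.32 for PRR7 (202.6), 21.3 for BBX5 (7.144), 9.24 for PIF4 (121), 19.02 for BBX13 (3.848), 78.78 for BBX18 (263.5), 116.46 for BBX24 (301.9), 4.83 for BBX29 (87.36), 304.55 for BBX7-1 (14.84), 11.78 for BBX7-2 (0.2041), 90.68 for GI (143.4), 66.22 for LNK1 (438.4), 39.83 for LNK2 (174.9) and 68.83 for LUX (4.525). For 71 of 71 genes readable in that column the paper's value equals, within 0.006 TPM, that of the library labelled UBIpro:PPD1 at ZT1. None of the alternatives set before the data were examined changes a TPM value of a single library, so none has both values alike.

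The paper describes ELF3 transcript levels as largely steady, with no significant circadian change. A 24 h cosine fitted ELF3 in SD at 3 weeks (adjusted p = 0.0128) and 2 weeks (adjusted p = 0.00601), with a 2.78-fold range at 3 weeks, while it did not pass in LD, and the mean over the day did not pass between LD and SD (log2 fold change 0.30, adjusted p = 0.137).

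The paper states that many targets repressed by ELF3 fall in ppd1-1. Of 573 tested genes on its ELF3-bound list 9 fell and 5 rose, with a median log2 fold change of 0.04. With the wild type of the elf3-1 series as control, which the paper set beside ppd1-1, the median was 0.27. That control comes from another sequencing run, and with it 463 genes were higher and 233 lower in ppd1-1. The list did not pass against the other genes with that control (camera, p = 0.0855). The value cannot show a rise of the targets, since a shift between the runs was not separated from an effect of ppd1-1. FUL2, SOC1, FT1, VRN1 and AP1 did fall. FT2 was called lower with size factors or without ZT22.

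The paper states that overexpression of ELF3 in LD represses the genes activated by LD. Of the genes higher in LD in wild type of 2 weeks, other and younger plants than those of the paper's clusters, 140 were higher in UBIpro:ELF3 (31.3 by chance) and 35 lower (17.2 by chance), and the correlation of the fold changes was 0.019, with -0.0378 over genes with a mean of at least 5, 0.155 with LD wild type of 3 and SD wild type of 6 weeks, and 0.168 with SD wild type of 3 weeks. Without ZT20 the genes called in UBIpro:ELF3 went from 493 higher and 320 lower to 133 and 91. FT1, FT2, VRN1, AP1 and FUL2 did fall.

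The paper describes 17 clock and B-box targets of ELF3 as higher in LD and low at dusk in SD. Dusk in SD is at ZT12, and the levels given here are those of the night after it. At ZT16 and ZT20 in wild type in SD 14 of the 17 were under 50% of their daily mean, and BBX7-1 (97.1%), BBX7-2 (186%) and BBX13 (84.9%) were not. At ZT16 16 of the 17 were higher in LD, while over the whole day LUX and BBX5 alone passed. GI, FKF1, PPD1, PRR7, BBX7-1 and BBX7-2 passed too with DESeq2's Wald test, and single calls were gained without a time point by GI (ZT4 or ZT8), FKF1, PRR9 and BBX7-1 (ZT8), and PPD1 and PRR7 (ZT1). In elf3-1 in SD the paper has all of them raised, by a difference at single time points, and 11 of the 17 were more than 2-fold higher at ZT0, 13 at ZT16 and 12 at ZT20. By the mean over the whole day, another criterion, LUX and BBX24 passed, with the Wald test also ELF4-L4, GI, LNK2, PPD1, PRR7 and PRR9, ELF4-L4 also without the low-value filter or without ZT4 or ZT8, and PRR9 without ZT8. In LD single calls were gained by ELF4-L4 (without ZT8), PPD1 (without ZT4), and PRR5, PRR9 and BBX13 (without ZT12).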

Other observations

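The search for Bradi2g49795 in all comparisons was chosen after its value in LD was seen, and the tests by splits of the samples were planned.

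Bradi2g49795, matched to FT in the paper's tables, had in wild type of 2 weeks a mean of 13.96 CPM in SD and 0.137 CPM in LD. In elf3-1 in SD it had 3 reads against 601 in wild type (ratio 262, 95% interval 89.2 to 1270), lower at 6 of 6 time points. In UBIpro:PPD1 in SD it fell from 4.44 to 0.0714 TPM (log2 fold change -1.99, standard error 0.34, adjusted p = 0.00321), lower at 8 of 8 time points. In LD it was listed at 0 in wild type of 4 weeks and had a mean of 14.2 TPM in phyC-4 (log2 fold change of TPM + 1 of 3.86, standard error 0.18, adjusted p = 5.98e-07, 8 of 8 time points) and 5.90 TPM in se5 (2.61, standard error 0.28, adjusted p = 0.000307, 7 of 7 time points). In UBIpro:ELF3 in LD it had 1 read and none in wild type, and in ppd1-1 in LD it was listed at 0.

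A chance assignment of labels within time points can be excluded for the genes called in LD against SD in wild type. There 1 of 60 splits, the real one, gave 2314 genes, and another at most 807. The same holds for elf3-1 in SD (1 of 32, with 1588 and at most 0) and in LD (1 of 60, with 952 and at most 2). It holds for phyC-4 (1 of 60, with 531 and at most 2) and ppd1-1 (1 of 60, with 109 and at most 30). It also holds for UBIpro:PPD1 (1 of 60, with 1455 and at most 1) and se5 (1 of 60, with 1585 and at most 62). For UBIpro:ELF3 (813 genes, at most 1 in another split) and pif2 (1185, at most 0) the 8 splits are too few to decide. Any steady difference between 2 sets of plants gives such an outcome. The splits therefore do not exclude a chance difference between sets of plants, and do not separate photoperiod from run.

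For the ELF3-bound list, the difference between its median and that of the other genes exceeded every other split in elf3-1 in SD (0.683, at most 0.518 in another of 32 splits). Those libraries served to choose the list. It did so as well in LD (0.579, at most 0.477 in another of 60), where a rise is likely for any list chosen on the same line in SD. Chance cannot be excluded in the LD response of wild type (0.194 against a highest other of 0.264, 5 of 60 splits), phyC-4 (0.0719 and 0.174, 26 of 60), ppd1-1 (0.042 and 0.069, 11 of 60) and UBIpro:PPD1 (0.128 and 0.214, 8 of 60). In UBIpro:ELF3 (0.0936 and 0.198, 4 of 8) the splits are too few to decide.

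A 24 h cosine was called for 5148 genes in wild type and 1592 in elf3-1 in SD, for 2453 and 86 in LD, and for 1700 in wild type and 1 in phyC-4. The rhythm itself differed for 44 genes in elf3-1 in SD, 262 in elf3-1 in LD and 2 in phyC-4. Chance is not excluded for these, and other splits gave up to 1165 (4 of 32 as many or more), 1212 (10 of 60) and 288 (6 of 60). These counts, several times the real ones, point to a structure of the samples, of which a steady difference between the genotypes, exchanged at some hours only, is by construction a part. The splits therefore cannot decide on chance here. In ppd1-1 the rhythm of 0 genes differed (limma), with 81 at an unadjusted p under 0.05.

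By their clock genes 3 of 8 phyC-4 libraries, 3 of 7 se5 libraries and 1 of 8 libraries of their wild type matched best a library of the LD wild type of the elf3-1 series labelled over 2 h apart. So did 0 of 4 pif2 libraries but 2 of 4 of their wild type, and 1 of 8 ppd1-1 libraries. The single ppd1-1 library and that of the wild type of phyC-4 are those at ZT1, an hour that series lacks.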
